# Genetic Ablation of Prorenin Receptor in the Rostral Ventrolateral Medulla Influences Blood Pressure and Hydromineral Balance in Deoxycorticosterone-Salt Hypertension

**DOI:** 10.1093/function/zqad043

**Published:** 2023-08-07

**Authors:** Natalia M Mathieu, Eva M Fekete, Patricia C Muskus, Daniel T Brozoski, Ko-Ting Lu, Kelsey K Wackman, Javier Gomez, Shi Fang, John J Reho, Connie C Grobe, Ibrahim Vazirabad, Gary C Mouradian, Matthew R Hodges, Jeffrey L Segar, Justin L Grobe, Curt D Sigmund, Pablo Nakagawa

**Keywords:** hypertension, blood pressure, autonomic function, rostral ventrolateral medulla, prorenin receptor, Atp6ap2, renin–angiotensin system, DOCA-salt hypertension, sympathetic nervous system, sex-difference

## Abstract

Non-enzymatic activation of renin via its interaction with prorenin receptor (PRR) has been proposed as a key mechanism of local renin–angiotensin system (RAS) activation. The presence of renin and angiotensinogen has been reported in the rostral ventrolateral medulla (RVLM). Overactivation of bulbospinal neurons in the RVLM is linked to hypertension (HTN). Previous studies have shown that the brain RAS plays a role in the pathogenesis of the deoxycorticosterone (DOCA)-salt HTN model. Thus, we hypothesized that PRR in the RVLM is involved in the local activation of the RAS, facilitating the development of DOCA-salt HTN. Selective PRR ablation targeting the RVLM (PRR^RVLM-Null^ mice) resulted in an unexpected sex-dependent and biphasic phenotype in DOCA-salt HTN. That is, PRR^RVLM-Null^ females (but not males) exhibited a significant delay in achieving maximal pressor responses during the initial stage of DOCA-salt HTN. Female PRR^RVLM-Null^ subsequently showed exacerbated DOCA-salt-induced pressor responses during the “maintenance” phase with a maximal peak at 13 d on DOCA-salt. This exacerbated response was associated with an increased sympathetic drive to the resistance arterioles and the kidney, exacerbated fluid and sodium intake and output in response to DOCA-salt, and induced mobilization of fluids from the intracellular to extracellular space concomitant with elevated vasopressin. Ablation of PRR suppressed genes involved in RAS activation and catecholamine synthesis in the RVLM but also induced expression of genes involved in inflammatory responses. This study illustrates complex and sex-dependent roles of PRR in the neural control of BP and hydromineral balance through autonomic and neuroendocrine systems.

Graphical abstract

## Introduction

Hypertension (HTN) is considered one of the most important health issues of the last few decades due to its high incidence and serious complications. According to the World Health Organization and the Centers for Disease Control and Prevention, HTN affects more than 1.3 billion people worldwide, including more than 100 million adults in the United States.^1,2^ Importantly, HTN is responsible for 85 million deaths worldwide from heart disease, stroke, and kidney disease. Despite the wide variety of anti-hypertensive drugs available, there are still a large number of patients that are refractory to these conventional therapies.^3,4^ The renin–angiotensin system (RAS) is one of the most studied mechanisms of blood pressure (BP) regulation and an important pharmacological target widely used in clinical settings. Renin is the rate-limiting enzyme for angiotensin (ANG)-II production, the primary bioactive product of the RAS. However, only 15% of patients with essential HTN exhibit increased plasma renin activity.^5^ Indeed, approximately 60% of patients with resistant HTN exhibit low plasma renin.^6^

In addition to the classical circulating RAS, the tissue-specific RAS operates locally in the brain, heart, vasculature, adrenal gland, reproductive tract, kidneys, and many other organs (reviewed in^7^). The existence of the brain RAS and its importance in BP regulation, hydromineral balance, autonomic function, and metabolism is well accepted.^8–11^ Dysregulation of the brain RAS plays a key mechanistic role in the development and maintenance of high BP and energy balance in models exhibiting low plasma renin, such as DOCA-salt HTN.^12^ This implies the existence of de novo generation of ANG-II within brain regions implicated in cardiovascular and metabolic control. Angiotensinogen (AGT), the only known renin substrate, is constitutively expressed in astrocytes and some neurons.^13^ Indeed, the brain’s extracellular space is “bathed” in AGT. However, it remains controversial whether renin, the key limiting enzyme of the ANG-II biosynthetic cascade, is necessary for the cleavage of AGT to generate ANG-I in the brain.^14,15^ In the kidney, renin is translated as an inactive proenzyme (prorenin) that requires hydrolytic cleavage of its prosegment to attain its full enzymatic activity. Intriguingly, evidence suggests that the enzymes responsible for the hydrolytic cleavage of prorenin may be absent in the brain.^16,17^ In the last decade, several studies have demonstrated that prorenin receptor (PRR), a transmembrane protein encoded by *Atp6ap2*, has the capacity to bind prorenin and induce a non-enzymatic activation of renin without prosegment cleavage. Studies have reported that expression of PRR in different regions of the brain participates in the regulation of BP and fluid balance through RAS-dependent mechanisms, and lack of PRR prevents the development of HTN in several preclinical models.^18–20^ However, recent studies have identified many other functions of PRR unrelated to the regulation of the RAS. For example, PRR is implicated in cellular processes, such as endosomal trafficking, autophagy, neuroinflammation, and RAS-independent signal transduction, that involve different mitogen-activated protein kinases.^21–24^ Thus, whether PRR mediates its effects through the activation of the RAS remains elusive.

Our laboratory has previously identified the existence of renin-expressing neurons in close proximity to AGT-expressing cells within the rostral ventrolateral medulla (RVLM) region.^25^ This finding was not surprising as the RVLM is a region of the brainstem that plays a critical role in regulating cardiovascular function and BP via the sympathetic nervous system. The RVLM has been implicated in several cardiovascular disorders, including HTN, heart failure, and arrhythmia.^26^ Thus, we hypothesized that expression of PRR in the RVLM is required for the full development and maintenance of HTN through activation of the brain RAS. To test the physiological impact of PRR in the RVLM, comprehensive cardiovascular, renal, and metabolic studies were conducted in mice lacking PRR in the RVLM during DOCA-salt HTN. This study demonstrates a complex sex-specific role of PRR in the RVLM during the development and maintenance of DOCA-salt HTN.

## Methods

The protocols for acute studies, neuronal cell culture experiments, telemetry recordings, power spectral analyses, biochemical assays, in situ hybridization, histological studies, acute saline challenge, transcutaneous glomerular filtration rate (tGFR), non-invasive pulse-wave velocity (PWV), nuclear magnetic resonance (NMR), bioimpedance spectroscopy (BIS), western blotting, and bulk RNA sequencing are described in the Supplemental Online Methods.

### Animal Subjects

This study was conducted using C57BL/6J mice (Stock 000664, Jackson Laboratories, ME) and mice carrying floxed *Atp6ap2* encoding PRR, which was generously provided by Frederique Yiannikouris (University of Kentucky) with permission from Genevieve Nguyen, who developed the mouse model.^27,28^ Both males and females were 12–14 wk of age at the onset of the experiments. Mice were provided standard laboratory chow (Envigo/Teklad #2920, IN), and chlorinated tap water was available *ad libitum* during the experimental procedures. All animals were housed at standard room temperature (∼22°C) under a 14:10 light–dark cycle (light onset at 5 am). Surgical and experimental procedures adhered to the National Institutes of Health’s “Guide for the Care and Use of Laboratory Animals” and were approved by the Medical College of Wisconsin and the University of Iowa Animal Care and Use Committees.

### RVLM-Targeted Microinjection

Radiotelemetry-instrumented mice were anesthetized with isoflurane inhalation (1.5–2.0%) and securely placed in a stereotaxic frame. The RVLM coordinates were calculated using the Paxinos and Franklin mouse brain atlas: 1.25 mm mediolateral, 1.8 mm caudal to lambda, and 6.4 mm ventral from the dorsal surface of the skull.^29^ Once the coordinate were localized, a 1.0 mm diameter hole was made using a hand drill to penetrate the skull and expose the brain. A 32-gauge Neuros syringe (Hamilton, NV) was used to deliver drugs or viruses. Before treatments, the correct placement of the injector was confirmed by observing a pressor response to L-glutamate (Sigma Aldrich, MO).

### Conditional Ablation of PRR in the RVLM

Homozygous females and hemizygous males carrying exon 2-floxed PRR allele in the X chromosome (PRR^f/f^ and PRR^f/y^, respectively), with or without a tdTomato Cre reporter allele (ROSA) were used. First, to validate the animal model, we bred PRR^f/y^ with Ai14, tdTomato Cre reporter line (Stock #007914, Jackson Laboratories). These mice were subjected to stereotactic bilateral microinjections of either adenovirus (ad)-green fluorescent protein (GFP) or Ad-CRE recombinase fused with GFP using the coordinates described above. After 2 wk, the targeted region was dissected under a fluorescent stereo microscope. Subsequently, DNA was extracted from one-half of the collected tissues using the PicoPure DNA Extraction Kit (catalog # KIT0103, Applied Biosystems) and subjected to PCR validation. Excision of exon 2 was confirmed using PCR amplification with the following set of primers: 5′-AGCACTCTCTTCCAGGTATGTTGTG-3′ and 5′-GCCCCTCTCTTACAGTTCTATCAGT-3′. The presence of a 326 bp product indicated excision of PRR. Cycling conditions were the following: 94°C for 3 minutes; 2 cycles of 94°C for 1 minute, 62°C for 1 minute, 72°C for 1 minute; 30 cycles of 94°C for 30 s, 62°C for 30 s, 72°C for 30 s, and 1 cycle of 72°C for 1 minute. The other half of the tissues were homogenized with RIPA buffer containing phenylmethylsulfonyl fluoride, sodium orthovanadate, and proteinase inhibitors (Catalog # sc-24948, Santa Cruz Biotechnology, TX), sonicated, and incubated at 4°C for 30 minutes. The homogenate was centrifuged at 13 000* g* for 10 minutes, and the supernatant was stored at –80°C until protein analysis by western blotting, as described in the supplemental methods section.

In another set of animals, the RVLM of PRR^f/y^ was targeted with either adeno-associated virus (AAV) 2/2-CMV-GFP or AAV2/2-CMV-CRE-GFP, and brain punches from the RVLM were collected. These tissues were subjected to total RNA extraction using TRIzol reagent (Thermo Fisher Scientific, NA), followed by reverse transcription using the Superscript III reverse transcriptase kit (Invitrogen, CA). To detect PRR (*Atp6ap2*) and 18s (housekeeping gene), a real-time PCR was performed using the Fast SYBR Green Master Mix (Invitrogen, CA) and the following primer set: *Atp6ap2*: 5′-TCTCTCCGAACTGCAAGTGCAACA-3′ and 5′-CCAAACCTGCCAGCTCCAATGAAT-3′; *18s*: 5′-CGCTTCCTTACCTGGTTGAT-3′ and 5′-GAGCGACCAAAGGAACCATA-3′, respectively.

### Chronic Studies in DOCA-Salt Model

Male and female 12–14-wk-old PRR^flox^ mice or wildtype (WT) littermates were divided into 4 groups: (a) male PRR^f/y^ + AAV-GFP (male WT), (b) male PRR^f/y^ + AAV-CRE-GFP (male PRR^RVLM-Null^), (c) female PRR^f/f^ + AAV-GFP (female WT), and (d) female PRR^f/f^ + AAV-CRE-GFP (female PRR^RVLM-Null^). The first cohort was instrumented with radiotelemetric devices for BP recordings, as described in the supplemental section. After 48 hours, viruses were delivered bilaterally into the RVLM as aforementioned. Pressor response to a small dose of L-glutamate at the injection site was used to confirm the correct placement of the injector in the RVLM. At least 3 wk were allowed to induce expression of Cre. After a 3-d baseline recording, DOCA-salt HTN was induced by a subcutaneous implant of a 50 mg DOCA pellet (Deoxycorticosterone acetate, Cat #D7000, Millipore-Sigma, MO), after which 0.15 M NaCl saline (dissolved in deionized water) was offered as the only source of drinking water. BP, heart rate (HR), and activity were recorded for 21 d. Power spectral analysis of HR variability and diastolic BP variability was performed at baseline, day 3 (early stage), and day 13 (late stage) using HemoLab software as previously described.^30,31^

A second set of animals was subjected to comprehensive metabolic and hydromineral balance phenotyping. Mice were single-housed in metabolic cages (item #52–6756, Hatteras Instruments model MMC100, Harvard Apparatus, MA) to assess food and fluid intake and for urine and feces collection at baseline and days 3, 6, and 13 on the DOCA-salt regimen. Twenty-four-hour urine samples were processed to evaluate urine electrolytes, catecholamines, aldosterone, and copeptin. The urine sodium and potassium concentrations were measured using a flame photometer (Jenway PFP7 or a BWB XP). For norepinephrine/epinephrine, aldosterone, and copeptin measurements, commercially available ELISA kits from Abnova (catalog # KA1877, Taiwan), Cayman Chemicals (catalog # 501090, MI), and Cloud-Clone Corp (catalog # CEA365Mu, PRC) were used, respectively.

### Statistical Analysis

All data are presented as mean ± SEM. The data were analyzed using GraphPad Prism software (Version 9.5.0, Boston, MA). Two-way ANOVA or mixed-effects model with repeated measures as appropriate, followed by Sidak’s multiple comparison procedures or a 2-tailed unpaired *t*-test was performed. Survival rate curves were analyzed using the Logrank comparison test and the pairwise comparison of individual survival curves using the Kaplan–Meier method. Outliers were identified by either the interquartile range method and the ROUT method with *Q* = 5%. A *P-value* of less than 0.05 was considered significant. Individual data points were plotted in dot/whisker plots if appropriate. In all experiments, animals were randomly assigned into two experimental groups, either WT or PRR^RVLM-Null^.

## Results

### PPR is Expressed in the Brainstem and is Implicated in BP Control

To confirm the importance of PRR in the neurogenic control of BP, we evaluated whether pharmacological blockade of PRR in the brain ameliorates established HTN in C57BL/6J mice subjected to DOCA-salt HTN. Similar to what was reported by Li et al.^32^, intracerebroventricular (ICV) infusion of PRR antagonist (PRO20) elicited an acute reduction in systolic BP comparable to ICV-losartan (Figure 1A). Given the premises that: (1) administration of ANG-II in the RVLM elicits pressor and autonomic responses^33^ and (2) neurons with renin promoter activity are localized in close proximity to AGT-expressing cells in the RVLM^25^, we hypothesized that PRR contributes to local RAS activation in this brain region. First, we performed acute microinjections of recombinant prorenin targeting the RVLM in anesthetized mice. Vehicle and ANG-II were used as negative and positive controls, respectively. RVLM-targeted administration of recombinant prorenin elicited a transient 7.5 ± 3.1 mmHg increase in systolic BP, which peaked at 80 s post-injection. In contrast, ANG-II elicited a 16.8 ± 3.4 mmHg increase, which peaked at 50 s post-injection. Vehicle did not elicit significant changes in BP (Figure 1B). These data confirm that local activation of the RAS in the RVLM is sufficient to increase BP and also suggest that the RVLM likely contains the machinery to activate prorenin. Furthermore, administration of recombinant prorenin in cultured brainstem neurons elicited intracellular signaling activation evidenced by elevated phosphorylated extracellular signal-regulated kinase 1/2 (ERK) normalized by total ERK (Figure S1A) and increased superoxide production (Figure S1B). Protein analysis of brain homogenates confirmed that PRR is expressed in the hypothalamus, brainstem, and cortex (Figure 2A). Furthermore, the multicolor in situ mRNA hybridization technique revealed that PRR is expressed in neuronal and microglial cell populations within the RVLM (Figure 2B). We also observed that PRR is expressed in both inhibitory GABAergic- and excitatory glutaminergic neurons (Figure 2C).

**Figure 1.**
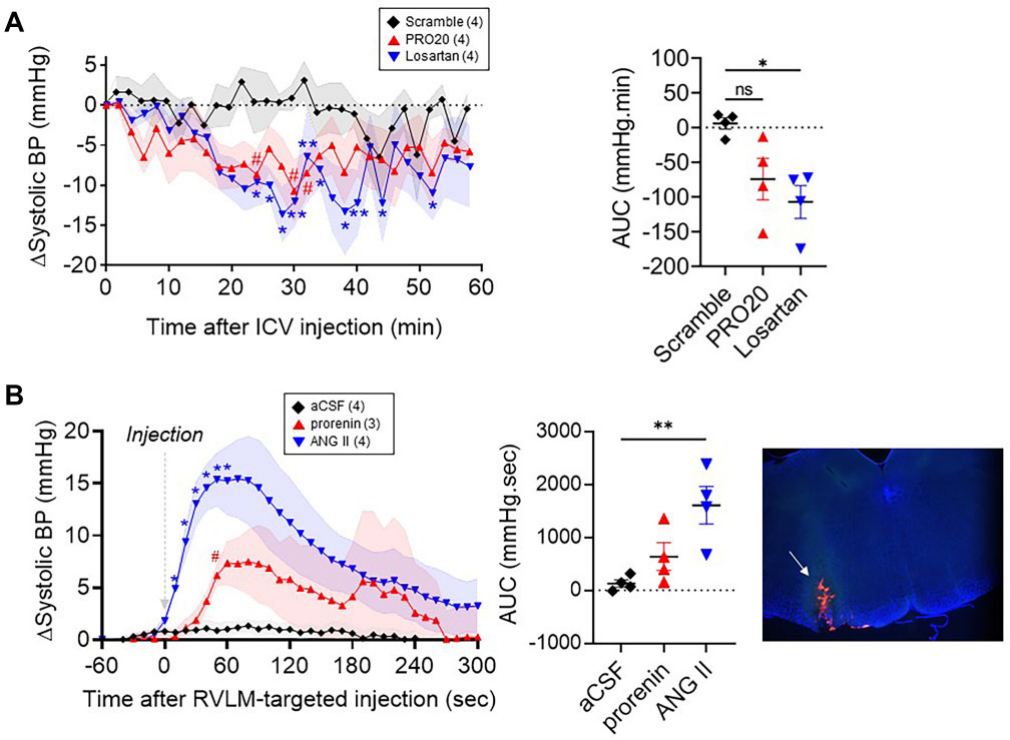
(A) The systolic BP change following acute intracerebroventricular infusion of PRR antagonist (PRO20), losartan, and control scramble peptide in C57BL/6J mice under deoxycorticosterone-acetate (DOCA)-salt-induced hypertension. Systolic BP was measured at baseline and during DOCA-salt administration. The change in systolic BP (from baseline, ΔSystolic BP) to ICV drug infusion was analyzed by repeated measures two-way ANOVA with Dunnett multiple comparison *post-hoc* test. Time *P* < .01, Drug *P* = .12, and TxD *P* = .16. The area under the curve (AUC) of ΔSystolic BP was calculated and analyzed by one-way ANOVA followed by the Tukey *post-hoc* test. One-way ANOVA *P* = 0.02, * *P* < .01 losartan versus scramble, ** *P* < .01 losartan versus scramble, and # *P* < .01 PRO20 versus scramble. (B) Acute unilateral injection of artificial cerebrospinal fluid (aCSF), recombinant prorenin, or angiotensin II (ANG II) targeting the RVLM. The ΔSystolic BP was analyzed by repeated measures two-way ANOVA with Dunnett multiple comparison *post-hoc* test. Time *P* = .01, Drug *P* = .15, TxD *P* < .01. The AUC was analyzed by one-way ANOVA followed by Tukey *post-hoc* test. One-way ANOVA *P* < .01, *P < .01 ANG II versus aCSF, and # *P* < .01 recombinant prorenin versus aCSF. After the treatments, fluorescent microspheres were delivered, and the brains were sectioned to confirm the correct placement of the injector in the RVLM region with epi-fluorescent microscopy.

**Figure 2.**
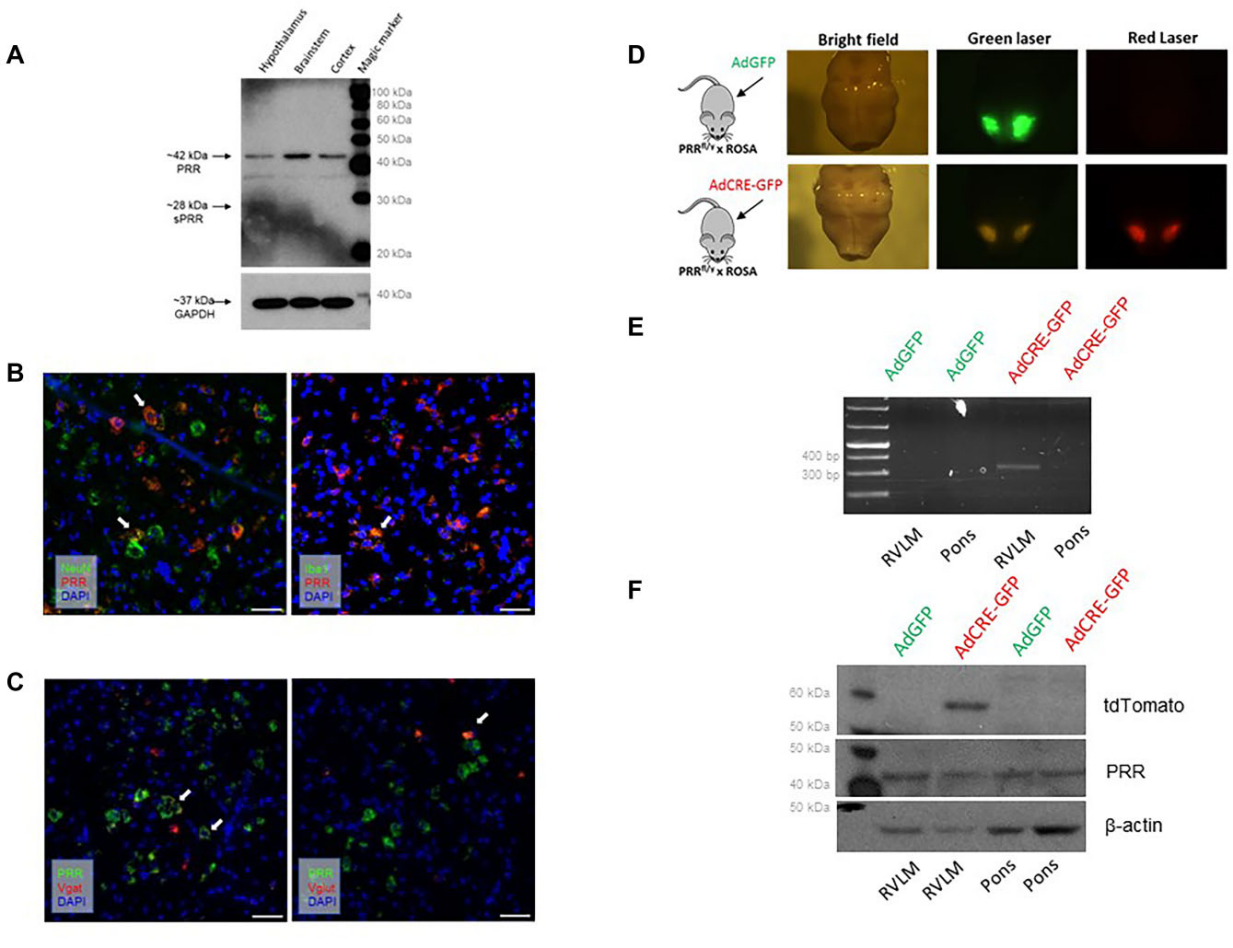
(A) Expression of PRR in tissue homogenates of the hypothalamus, brainstem, and cortex was detected by western blotting on C57BL/6J mice. (B) PRR (red) is located on both in neurons (NeuN, green, left panel) and microglia (iba1, green, right panel) in the RVLM. (C) PRR (green) colocalized with vesicular gamma-aminobutyric acid (GABA)-positive inhibitory neurons (slc32a1, red) but also vesicular glutamate transporter 2 (Vglut)-positive exhitatory neurons (slc17a6, red) in the RVLM. Colocalization is indicated with white arrows, respectively. Scale bar = 50 μM. (D) Genetic ablation of PRR in the RVLM in PRR-flox mice: Representative image of the brainstem in bright field, green and red laser excitation. Mice carrying exon 2-floxed PRR allele (PRR^f/y^) and a tdTomato Cre reporter allele (ROSA) were subjected to stereotactic bilateral microinjections of either adenovirus (ad)-green fluorescent protein (GFP; AdGFP) or Ad-Cre recombinase GFP (AdCRE eGFP). The RVLM region was dissected for genomic DNA amplification and protein analysis. (E) DNA was extracted, and PCR was performed using a primer set that amplifies a 326 bp segment indicating excision of exon 2 in PRR gene (*Atp6p2*). A representative PCR agarose gel is shown. A 326 bp band appears in the RVLM of mice microinjected in the RVLM with AdCRE-GFP but not for the Ad-GFP control. (F) Protein expression of tdTomato (top) and PRR (bottom).

### Genetic Ablation of PRR Targeting the RVLM Results in Biphasic and Sex-Dependent Phenotype in Response to DOCA-Salt

To induce conditional ablation of PRR in the RVLM, double transgenic mice carrying floxed *Atp6ap2* encoding PRR and the Cre-activatable tdTomato reporter gene (PRR^flox^ x ROSA) were subjected to RVLM-targeted stereotactic microinjection of adenoviruses to deliver either Cre recombinase and green fluorescent protein (AdCRE-GFP) or a control GFP (AdGFP) (Figure 2D). Microinjection of Ad-CRE-GFP but not Ad-GFP induced: (1) tdTomato expression in the RVLM indicative of Cre recombinase activity (Figure 2D) and (2) recombination and deletion of *Atp6a2* exon 2 restricted to the RVLM evidenced by the presence of the PCR band at 326 bp indicative of Cre-mediated recombination between loxP sites in the RVLM but not in the pons (Figure 2E). Protein analyses of RVLM punches indicated expression of tdTomato and a 33.6% reduction of PRR in the RVLM (Figure 2F). Of note, the brain punch technique might contain non-RVLM tissue. Delivery of Cre recombinase was also effective using an AAV, evidenced by an inability to detect PRR mRNA expression by RT-qPCR in mice subjected to AAV-CRE-GFP (data not shown). Given the effectiveness of AAV infections, all subsequent experiments were designed to evaluate the role of PRR in the RVLM on BP and autonomic control in response to DOCA-salt HTN employed AAV-CRE-GFP or AAV-GFP (Figure 3A).

**Figure 3.**
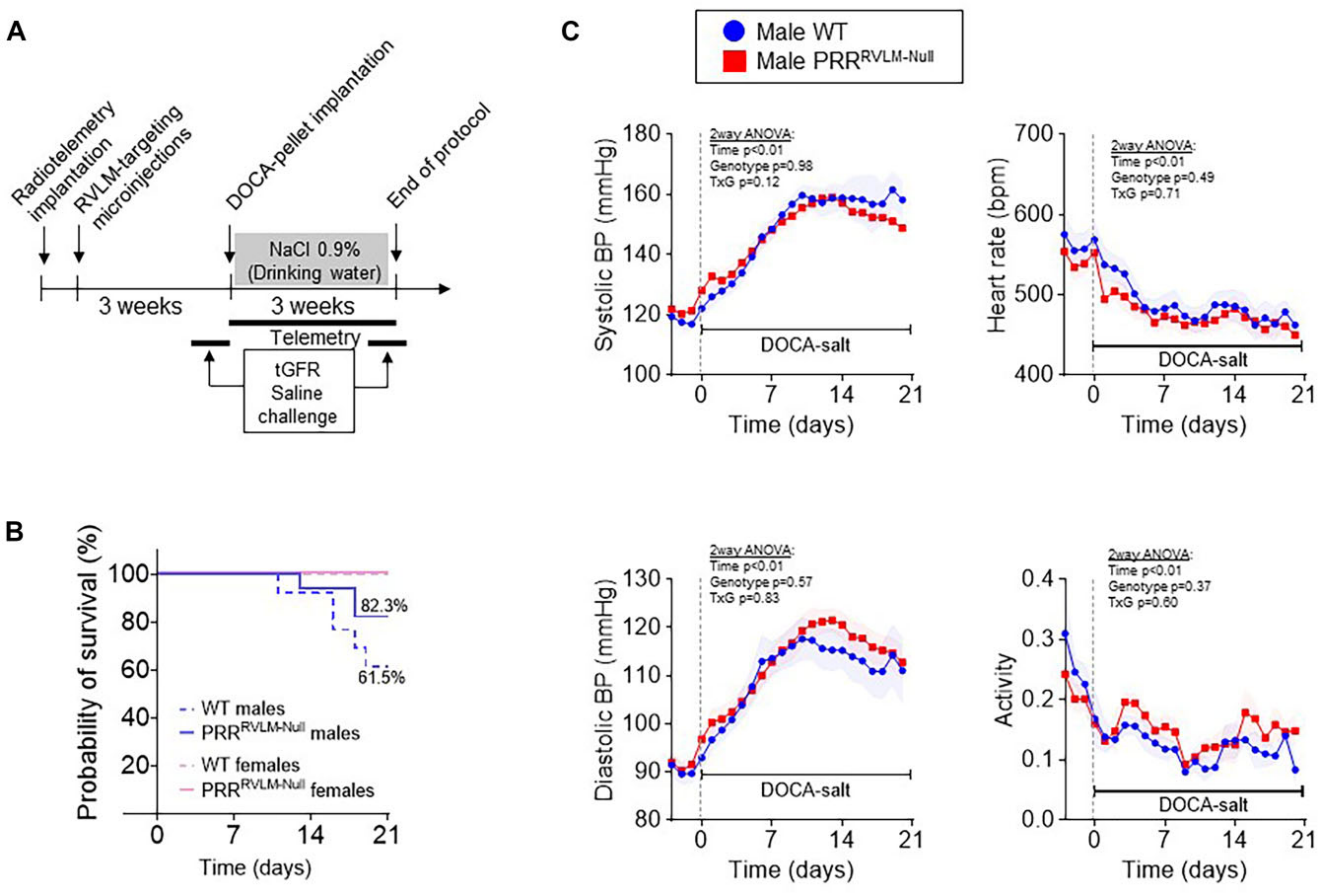
(A) Schematic representation of the experimental design to evaluate cardiovascular, metabolic, and renal phenotypes in mice lacking PRR in the RVLM region under normal and deoxycorticosterone-acetate (DOCA)-salt-induced hypertension. (B) Survival rate in male and female WT and PRR^RVLM-Null^ upon DOCA-salt administration. Survival rate curves were analyzed using the Logrank comparison test and the pairwise comparison of individual survival curves using the Kaplan–Meier method. Logrank test *P* < .01, Kaplan–Meier test WT versus PRR^RVLM-KO^ males *P* = .2, Kaplan–Meier test WT versus PRR^RVLM-KO^ females *P* > .99. (C) Cardiovascular effects of PRR deletion in the RVLM region in males. Male PRR-flox mice were subjected to RVLM-targeted microinjection of AAV-CRE GFP (PRR^RVLM-Null^, *n* = 15) or control virus AAV-GFP (WT, *n* = 8). Daily average systolic BP, diastolic BP, HR, and activity during baseline and DOCA-salt. Data are expressed as mean ± SEM and were analyzed by repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post*-*hoc* test. Transcutaneous glomerular filtration rate (tGFR).

First, we evaluated the effect of RVLM-targeted ablation of PRR on cardiovascular parameters in males and females at baseline and in response to DOCA-salt HTN. Interestingly, control males (WT) subjected to RVLM-targeted microinjection of AAV-GFP, exhibited a 61.5% survival rate by the end of the 21-d protocol. Males subjected to RVLM AAV-Cre-GFP (PRR^RVLM-Null^) exhibited an 82.3% survival rate. However, the difference in survival rate between groups did not reach statistical significance. In contrast, no mortality was observed in females (Figure 3B). As a result of DOCA-salt treatment, all mice exhibited elevated systolic and diastolic BP concomitant with a decrease in HR. Contrary to our expectations, male PRR^RVLM-Null^ showed no significant change in systolic and diastolic BP, HR, or activity compared to male WT under baseline and subsequent DOCA-salt treatment (Figure 3C). In contrast, although female PRR^RVLM-Null^ did not exhibit significant differences in BP or HR at baseline (Figure 4A), DOCA-salt administration unmasked an interesting dimorphic and sex-dependent phenotype. That is, during the initial stage of DOCA-salt infusion (first 6 d), there was a delay in achieving the maximal diastolic and mean BP response (Figure 4B and C, Figure S2). However, during the late stage (days between 12 and 21 on DOCA-salt), female PRR^RVLM-Null^ exhibited a further increase in systolic BP compared to female WT. There was no difference in HR or activity between these groups. Since only females lacking PRR exhibited a prominent phenotype, all subsequent studies only employed females. PRR^RVLM-Null^ exhibited a significant increase in pulse pressure upon DOCA-salt (Figure S3A). Therefore, we sought to measure PWV as an indication of arterial stiffness. As expected, 13 d of DOCA-salt treatment induced a significant increase in pulse wave velocity in both groups, but no significant difference was observed between PRR^RVLM-Null^ and WT (Figure S3B).

**Figure 4.**
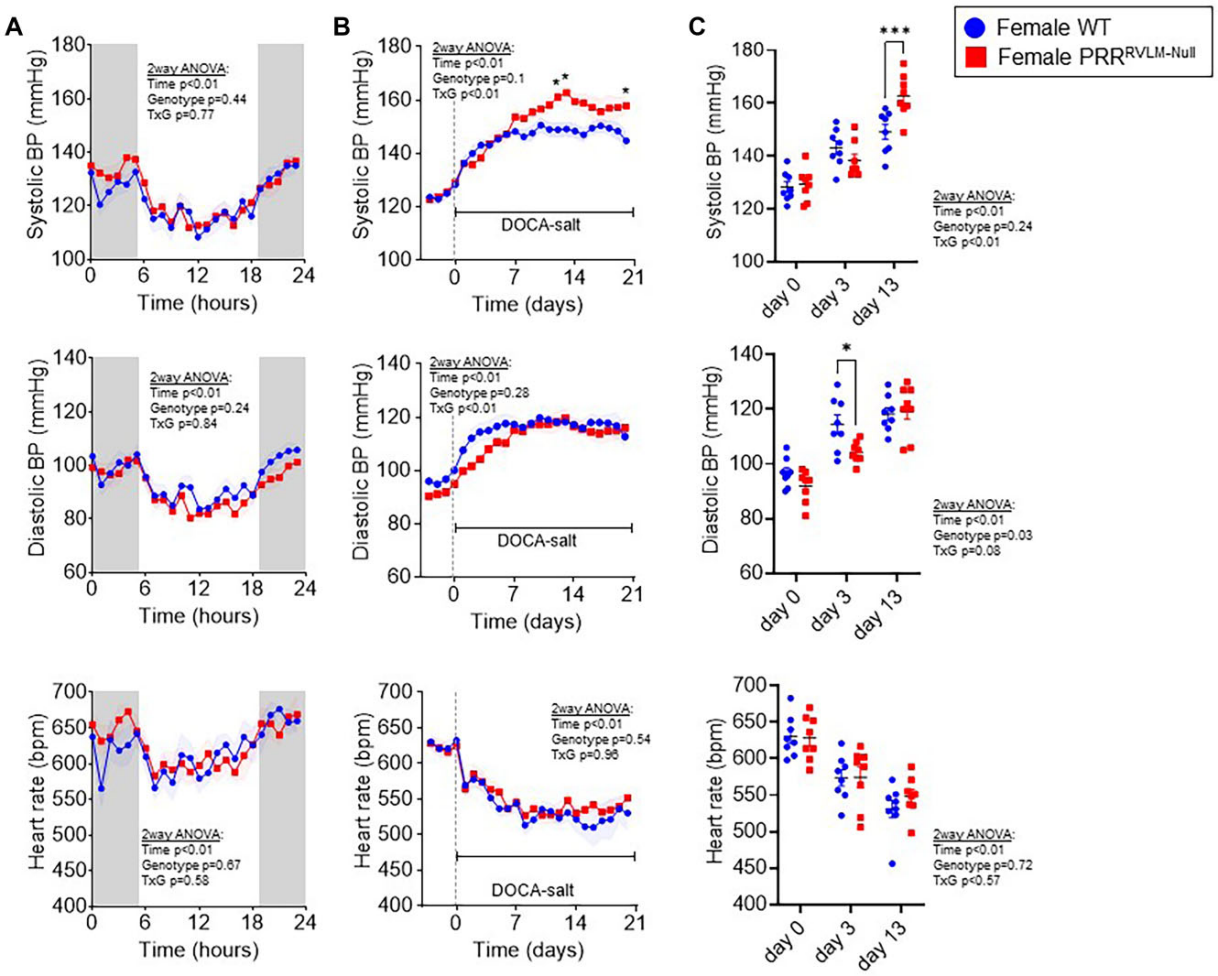
Cardiovascular effects of PRR deletion in the RVLM region in females. Female PRR^f/f^ mice were subjected to RVLM-targeted microinjection of AAV-CRE GFP (PRR^RVLM-Null^, *n* = 8) or control virus AAV-GFP (WT, *n* = 8). (A) Average hourly systolic BP (top), diastolic BP (middle), and HR (bottom) at baseline. Shaded boxes depict dark cycle. (B) Averaged daily systolic BP (top), diastolic BP (middle), and HR (bottom) before and during deoxycorticosterone-acetate (DOCA)-salt administration. (C) Systolic BP (top), diastolic BP (middle), and HR (bottom) of individual animals at 0, 3, and 13 d with DOCA-salt treatment. Data are expressed as mean ± SEM and were analyzed by repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. * *P* < .05 and *** *P* < .001 versus WT control.

To evaluate autonomic balance to the heart, power spectral analyses of HR variability were performed at baseline (day 0), the early stage (day 3), and the late stage (day 13) on DOCA-salt in female WT or PRR^RVLM-Null^. Both groups exhibited an elevated low frequency/high frequency ratio (which estimates a ratio between the sympathetic to parasympathetic activity) in the early stage and a low ratio in the late stage. However, there were no significant differences among the groups (Figure 5A). Supporting these observations, PRR^RVLM-Null^ did not exhibit any significant difference in response to either β-adrenergic or muscarinic blockade with propranolol or atropine, respectively (Figure 5B). PRR^RVLM-Null^ exhibited a diastolic BP variability (a surrogate of sympathetic outflow to resistance arterioles) of 3.67 ± 1.06 compared to 1.99 ± 0.46 in the WT. Unexpectedly, this difference did not reach statistical significance (Figure 5C). Given the variability in these analyses, we sought to measure norepinephrine and epinephrine in urine samples collected at day 13–14. Consistent with the previous findings, female PRR^RVLM-Null^ exhibited significantly elevated urinary norepinephrine (Figure 5D). At day 21, mice were sacrificed, and tissues were weighed and collected for further analysis. No differences in the relative kidney, heart, and spleen weight were found among the groups (Figure S4).

**Figure 5.**
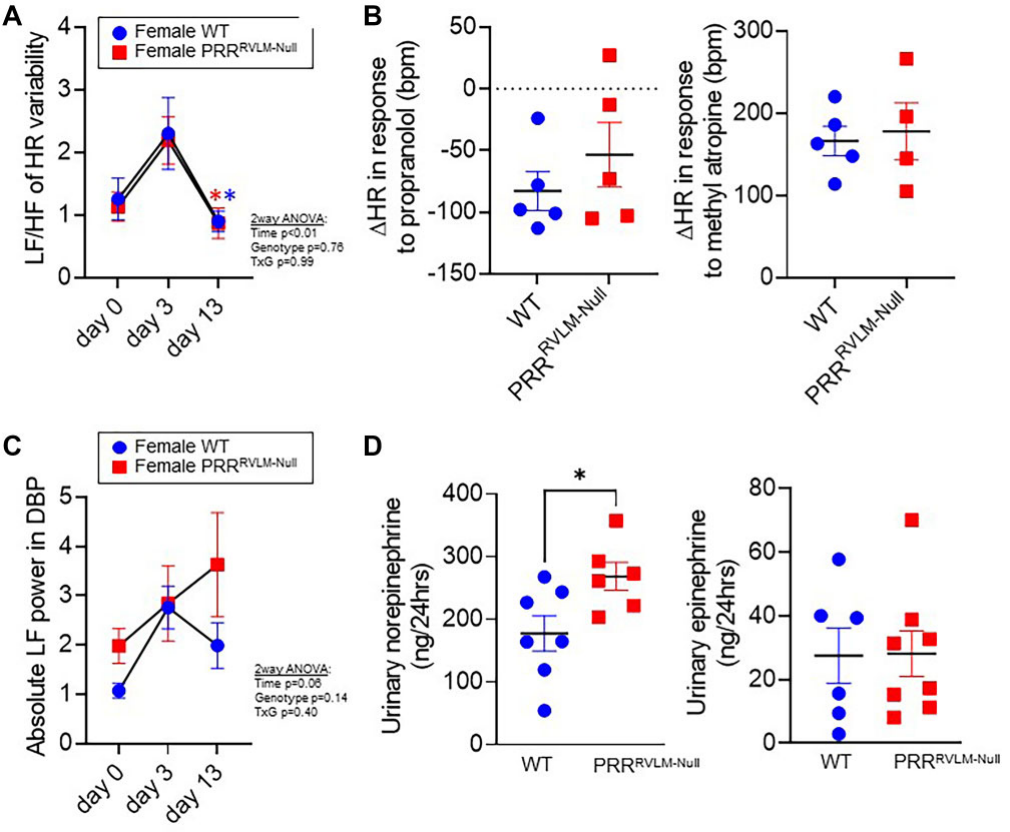
(A) Power spectral analysis of heart rate (HR) variability in female PRR-flox mice subjected to RVLM-targeted microinjection of AAV-CRE GFP (PRR^RVLM-Null^) or control virus AAV-GFP (WT) at 0, 3, and 13 d with deoxycorticosterone acetate (DOCA)-salt hypertension. Data are expressed as mean ± SEM and were analyzed using repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. * *P* < .05 versus day 0. (B) Delta heart rate after intraperitoneal injection of propranolol (left; 2 mg/kg) or methylatropine (right; 5 mg/kg). (C) Absolute low frequency (LF) power of diastolic blood pressure variability was calculated at 0, 3, and 13 d with DOCA-salt-hypertension. (D) Twenty-four-hour urine subjected to norepinephrine and epinephrine evaluation at 13 d on DOCA-salt treatment. Data were analyzed using a 2-tailed *t*-test.

We next evaluated whether PRR^RVLM-Null^ exhibited an impaired capacity to excrete sodium. We gave an intraperitoneal injection of isotonic saline (0.9% NaCl) equivalent to 10% of body mass in a separate cohort of mice that were not instrumented with radiotelemeters. Interestingly, PRR^RVLM-Null^ showed an impaired capacity to excrete the excess sodium at baseline and in the late stage of DOCA-salt (Figure 6A). Thus, we hypothesized that PRR^RVLM-Null^ might exhibit either impaired renal function or a sodium-depleted state. To evaluate renal function, we measured GFR by transcutaneous fluorescein isothiocyanate-sinistrin elimination method. No difference in tGFR was observed between groups either at baseline or after DOCA-salt (Figure 6B). Then, we evaluated whether expression of transporters affecting renal sodium reabsorption was altered. Total and phosphorylated expression of various tubular sodium transporters were measured by western blotting. Contrary to our hypothesis, we observed that total and phosphorylated NCC were paradoxically downregulated in PRR^RVLM-Null^. No difference in NKCC2, total and phosphorylated NHE3, and αENaC were observed (Figure 6C and D, Figure S4).

**Figure 6.**
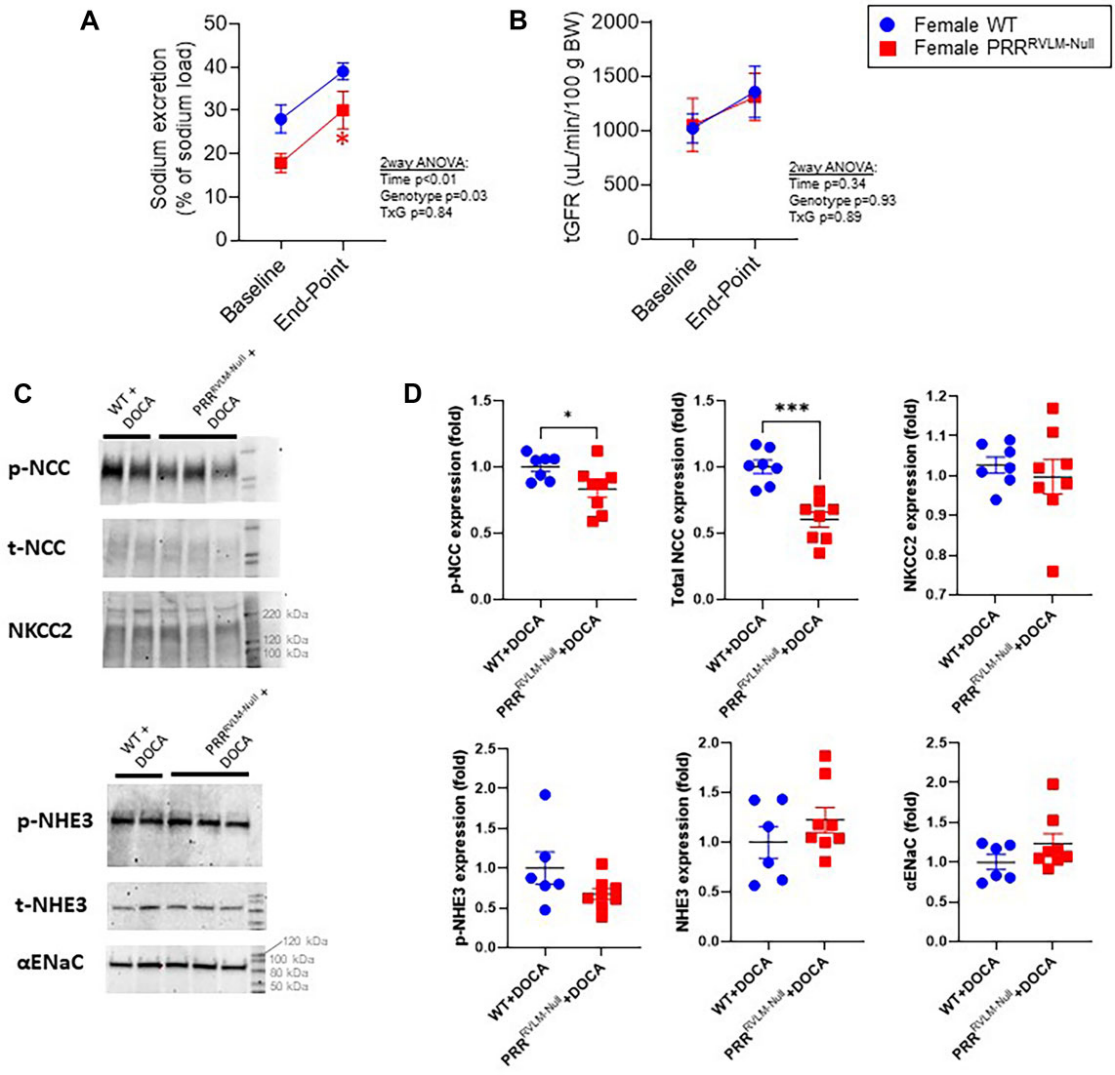
Sodium handling in WT and PRR^RVLM-Null^ females. (A) Urinary sodium excretion 4 h post-intraperitoneal injection of isotonic sodium chloride at baseline and at late-stage on DOCA-salt. (B) Transcutaneous glomerular filtration rate (tGFR) measurements at baseline and late-stage DOCA-salt. (C) Representative western blots. Kidney lysates from DOCA-treated mice were subjected to western blot analysis of p-NCC, total NCC, NKCC2, p-NHE3, total NHE3, and αENAC. A representative blot is shown. Complete blots and loading controls are provided in supplemental Figure S5. (D) Quantification of bands was performed using Image J. Data are expressed as mean ± SEM. Data were analyzed using an unpaired *t*-test.* *P* < .05 and *** *P* < 0.0005 versus WT+DOCA.

### Genetic Ablation of PRR Targeting the RVLM Augments the Effect of DOCA-Salt on Hydromineral Intake and Output and Mobilizes Fluid Between Intracellular and Extracellular Compartments

Based on the observations that female PRR^RVLM-Null^ exhibited normal tGFR and downregulated phosphorylated and total NCC, we concluded that lower sodium excretion in response to acute saline challenge might not be due to impaired renal function. We hypothesized that lower sodium excretion after acute load occurs as a response to a sodium and water deficient state, where physiological systems attempt to retain sodium and water to reach hydromineral balance. Therefore, a new cohort was employed to assess fluid and sodium balance at different stages of DOCA-salt. Mice were placed in metabolic cages for a comprehensive 24-h evaluation of sodium input versus output. At baseline, fluid and sodium intake, urinary volume, and sodium excretion between WT and PRR^RVLM-Null^ did not differ. Administration of DOCA-salt induced a prominent increase in sodium and fluid intake as well as urine volume and sodium excretion in both groups. However, female PRR^RVLM-Null^ exhibited an exaggerated increase in fluid and sodium intake and urinary volume and sodium excretion to DOCA-salt (Figure 7A and B). No major differences in potassium excretion, sodium balance, plasma sodium, and potassium concentration were observed (Figure 7C, D, and E). Then, mice were subjected to combined time-domain NMR and BIS to assess body mass and composition, total body water, and fluid distribution between extracellular and intracellular spaces.^34^ No differences between groups in body mass, fat mass, fat-free mass, food and caloric intake, and feces weight were observed at baseline. DOCA-salt administration in both groups induced a transient increase in fat mass concomitant with a decrease in fat-free mass and total body water, which normalized after day 13 (Figure 8A). No difference in food and caloric intake and feces weight was observed (Figure S6). Although no difference in body water was observed among groups, the NMR-BIS analysis revealed that ablation of PRR in the RVLM results in an imbalance between extracellular and intracellular fluids. That is, PRR^RVLM-Null^ exhibited a lower extracellular and higher intracellular fluid (Figure 8B) when compared to WT. We hypothesized that an imbalance between extracellular and intracellular fluid might be sufficient to trigger vasopressin release. Thus, urinary copeptin, a metabolically stable surrogate marker of vasopressin release was quantified. Supporting our hypothesis, 24 h-copeptin levels were significantly elevated in PRR^RVLM-Null^ compared to WT suggesting an elevated vasopressin release (Figure 8C). There was no difference in urinary aldosterone (Figure 8D).

**Figure 7.**
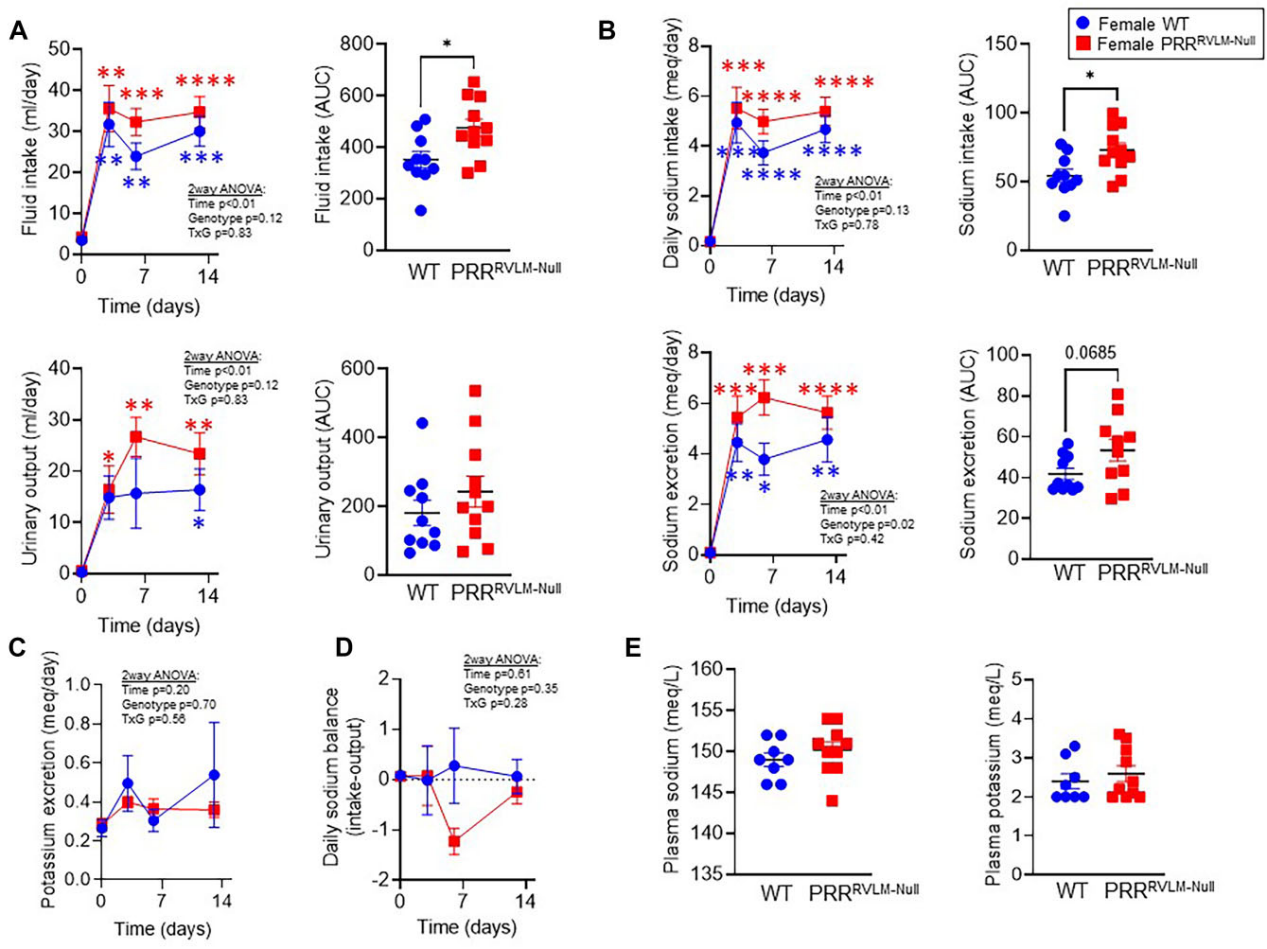
Sodium balance in WT and PRR^RVLM-Null^ females. Mice were placed in metabolic cages for 24-h sodium and volume intake, excretion, and balance evaluation at baseline and at three different stages of DOCA-salt (A–D). (A) Daily volume intake and urinary volume output. (B) Daily sodium intake and urinary sodium output. (C) Daily urinary potassium output. (D) Daily sodium balance calculated as intake minus output. (E) Plasma sodium and potassium levels after DOCA-salt. Data are expressed as mean ± SEM and were analyzed by repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. * *P* < .05, ** *P* < .01, and *** *P* < .001 versus baseline. The area under the curve (AUC) was calculated using the trapezoid method and analyzed by an unpaired *t*-test. * *P* < .05 versus WT.

**Figure 8.**
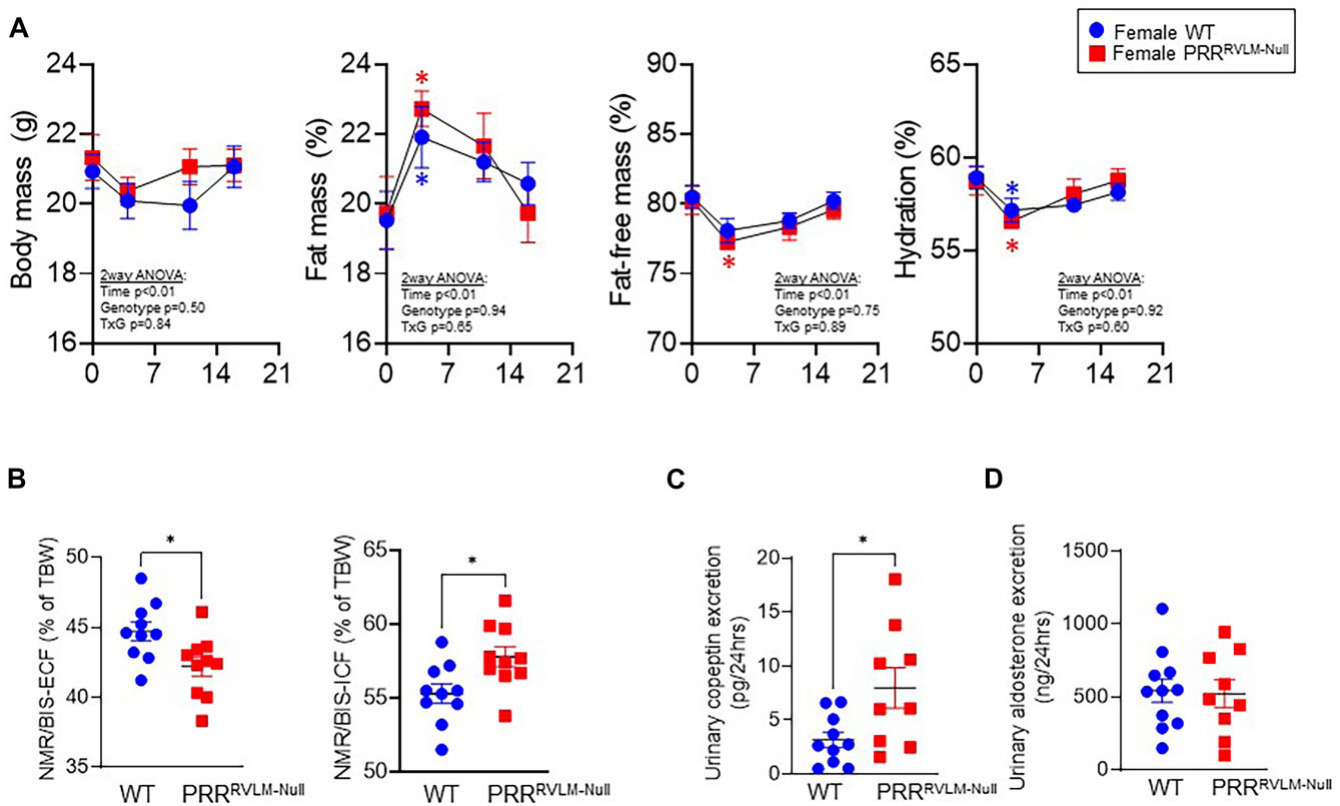
Body composition and fluid compartmentalization in WT and PRR^RVLM-Null^ females. (A) Body composition at baseline and during three stages of DOCA-salt. Body mass, fat mass relative to body mass, fat-free mass relative to body mass, and hydration are shown. Data are expressed as mean ± SEM and were analyzed using repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. *P < .05. (B) Extracellular and intracellular fluid relative to total body water. (C and D) Twenty-four-hour urine collection at 13 d with DOCA-salt was subjected to copeptin and aldosterone evaluation. Fluid compartmentalization and urine metabolites were analyzed using an unpaired *t*-test. * *P* < .05 versus WT.

### Transcriptomic Analyses Reveal Canonical Pathways and Putative Gene Candidates Leading to Exaggerated Responses to DOCA-Salt in PRR^RVLM-Null^

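RNA sequencing of RVLM punches covered 4 groups of mice: WT and PRR RVLM-Null mice at baseline and after 13 days of DOCA-salt. WT here denotes mice given the control virus. The labels and Fig. S7 give 4 WT and 4 PRR RVLM-Null libraries at baseline, and 4 WT and 3 PRR RVLM-Null libraries on DOCA-salt. The supplemental methods give 3 and 4 for the DOCA-salt groups, and the labels were followed. Baseline animals were a separate cohort, killed 3 weeks after the virus, so cohort and DOCA-salt cannot be separated. Median counts per library were 21151634.5 in WT and 22748513.5 in PRR RVLM-Null mice at baseline, and 28126220.5 and 27155709 on DOCA-salt. The cohorts differed in what the libraries held. Mitochondrial ribosomal RNA made up 20.7% to 28.8% of counts in WT mice at baseline and 2.42% to 5.84% on DOCA-salt. In PRR RVLM-Null mice it was 20.3% to 25.5% at baseline, and 4.80%, 3.32% and 19.1% on DOCA-salt, the last in the library labelled PRR RVLM-Null DOCA-salt replicate 3. Short noncoding RNA was 4.88% to 6.72% of counts in WT mice at baseline and 2.49% to 3.37% on DOCA-salt. The sex of the animals was read from *Xist*, which silences 1 X chromosome in females, and from Y-linked genes. A female pattern was seen in 9 libraries and a male pattern in 6. The male pattern was found in 1 WT and 2 PRR RVLM-Null libraries at baseline, and in 1 and 2 on DOCA-salt.

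**Figure D1:**
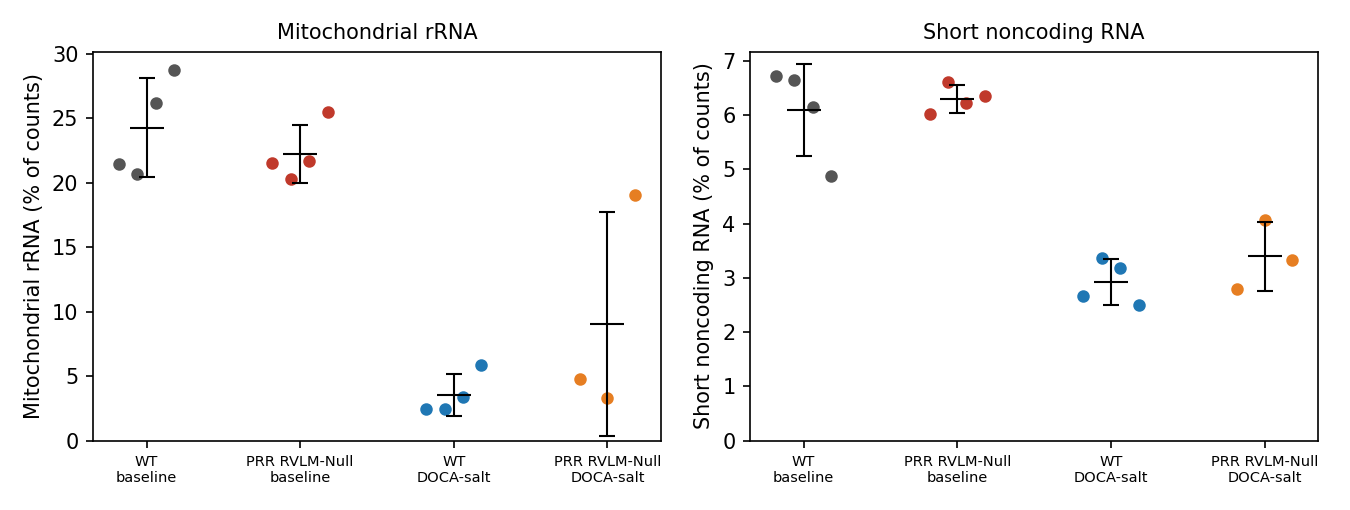
Mitochondrial ribosomal RNA and short noncoding RNA as a percentage of all counts in RVLM punches of WT and PRR RVLM-Null mice at baseline and on DOCA-salt. Each point is 1 library, and bars show mean ± SD. Baseline libraries held more of both kinds of RNA, and 1 PRR RVLM-Null library on DOCA-salt came close to them in mitochondrial ribosomal RNA.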

Using the Palkovits brain punch technique, we obtained total RNA from female RVLM at baseline and after 13 d of DOCA-salt. Samples were subjected to bulk RNA sequencing to identify putative candidates that could explain physiological outcomes. 

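In WT mice, DOCA-salt was accompanied by higher mRNA of neuropeptides. *Trh*, which encodes thyrotropin-releasing hormone, *Sst*, which encodes somatostatin, *Dlk1*, which encodes a Notch-related membrane protein, and *Celf6*, which encodes an RNA-binding splicing factor, all rose. Most histone genes, mitochondrially encoded genes and hemoglobin genes fell, as did some ribosomal protein genes. With edgeR, 218 genes were higher and 105 lower in WT mice on DOCA-salt than at baseline, at a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 2-fold difference. The balance between the sides depended on the limits: the adjusted p alone called 814 of 14852 genes higher and 909 lower, and with all biotypes 286 were higher and 417 lower. The log2 change was 9.67 for *Trh* (SE 1.40, adjusted p = 0.00082), 2.36 for *Sst* (SE 0.46, adjusted p = 0.0056), 1.88 for *Dlk1* (SE 0.20, adjusted p = 7.4e-05) and 1.85 for *Celf6* (SE 0.19, adjusted p = 4.7e-05). The ranges of the groups were separate for each, with an exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow. *Trh* was not called with limma voom (adjusted p = 0.109). *Ano2*, which encodes a chloride channel, rose by 6.42 (adjusted p = 0.0179), a call lost without WT DOCA-salt replicate 3 (adjusted p = 0.0894) or WT baseline replicate 2 (adjusted p = 0.0507). Of 20 neuropeptide genes, 3 of which the paper names on these samples, 8 rose and 0 fell (8 and 0 when adjusted over the list alone). Among them were *Cartpt* (1.67), which encodes a satiety peptide, *Gal* (1.55), which encodes galanin, *Npy* (2.20), which encodes neuropeptide Y, and *Crh* (3.50), which encodes corticotropin-releasing hormone. The list was higher by limma camera, which compares a list with all other genes at a preset correlation of 0.01 (adjusted p = 0.0024, or adjusted p = 0.18 with an estimated correlation).
Of 39 replication-dependent histone genes, 28 fell (33 when adjusted over the list alone), and camera called the list lower with either correlation (adjusted p = 3.9e-30, adjusted p = 0.0022 with an estimated correlation). *Hist2h2bb*, which encodes an H2B histone, fell by 5.38, and *Hist4h4*, which encodes histone H4, fell by 4.00. The predicted gene *Gm20594* fell by 5.38 as well. Of 13 mitochondrially encoded genes, 12 fell (13 when adjusted over the list alone), in the cohort in which mitochondrial ribosomal RNA was also lower. Among them, *mt-Atp6*, which encodes a subunit of ATP synthase, fell by 3.74 (adjusted p = 0.00073). Its mean level was low in both groups, at 8.91 CPM at baseline and 0.656 CPM on DOCA-salt. Mitochondrial ribosomal RNA made up at least 20.7% of counts in the same baseline libraries, so these counts may not measure the amount of this mRNA. Camera gave adjusted p = 4.4e-12 for the list, and adjusted p = 0.24 with an estimated correlation. Of 94 ribosomal protein genes, 31 fell and 1 rose (46 and 1 when adjusted over the list alone; camera adjusted p = 1.6e-12, adjusted p = 0.52 with an estimated correlation). *Rps3*, which encodes a protein of the small ribosomal subunit, fell by 1.36 (adjusted p = 0.00035). Of 5 red blood cell genes, 4 fell (5 when adjusted over the list alone; camera adjusted p = 2.0e-05, adjusted p = 0.11 with an estimated correlation), with *Hbb-bs*, which encodes beta-globin, lower by 2.37 on the log2 scale. Since every baseline library differs from every DOCA-salt library in cohort, these differences cannot be ascribed to DOCA-salt alone.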

Differential expression analyses using the generalized-linear regression approach revealed an upregulation of 434 genes and downregulation of 128 genes in DOCA-salt HTN compared to the baseline control. Ablation of PRR in DOCA-salt induced upregulation of 258 genes and downregulation of 147 genes compared to mice targeted with a control virus (Figure S7A–C). 

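Between PRR RVLM-Null and WT mice on DOCA-salt, *Celf6* was the only gene called. It encodes an RNA-binding protein of neurons and was lower in PRR RVLM-Null mice. *Celf6* fell by 1.38 on the log2 scale (SE 0.20, adjusted p = 0.0364, edgeR with Benjamini-Hochberg adjustment; exact permutation p = 0.0286). Mean levels were 38.1 ± 6.4 CPM in WT and 14.7 ± 4.51 CPM in PRR RVLM-Null mice. The call was lost with limma voom (adjusted p = 0.274), with only the groups compared (adjusted p = 0.429), with the sex pattern as a term (adjusted p = 0.0732), and without WT replicates 1, 2 or 3 (adjusted p = 0.0733, 0.113 and 0.127) or the PRR RVLM-Null libraries 1 or 2 (adjusted p = 0.115 and 0.0587). In all, 0 genes were higher and 1 lower by edgeR (3 genes at the adjusted p alone), with 2140 genes at an unadjusted p under 0.05. DESeq2 called 71 genes, the edgeR likelihood ratio test 77 and limma voom 0. Without the library labelled PRR RVLM-Null DOCA-salt replicate 3, which lay nearer to WT mice than the other 2 in *Atp6ap2*, *Tph2* and *Agtr1a*, 7 genes were higher and 68 lower. The 2 PRR RVLM-Null libraries that remain both showed the male pattern of sex-linked genes, against 1 of 4 WT libraries. With the sex pattern as a term as well, a choice made after the data were seen, 25 genes were higher and 202 lower. With 3 PRR RVLM-Null libraries, simulated 2-fold changes were recovered at the adjusted p alone for 74% of genes and 4-fold changes for 97%. A moderate change in a variable gene can therefore be missed.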

RNA-seq gene expression data were then analyzed using Ingenuity Pathway Analysis to infer the influence of PRR deletion on biological networks and signaling pathways. The top 5 canonical pathways and upstream regulators are listed in Figure S7D and E. Then, we sought to selectively evaluate key candidate genes individually. 

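*Atp6ap2*, which encodes PRR, was lower in 2 of the 3 PRR RVLM-Null libraries on DOCA-salt than in every WT library, and the remaining 1 lay within the range of WT mice. That 1 is the library labelled PRR RVLM-Null DOCA-salt replicate 3, whose level of the targeted gene goes against its label, so it is named by its label here and below. Levels in WT mice were 124 ± 11.1 CPM at baseline and 143 ± 8.53 CPM on DOCA-salt. In PRR RVLM-Null mice they were 119 ± 9.15 CPM at baseline, and 90.2, 89.6 and 145 CPM on DOCA-salt. *Atp6ap2* differed by -0.40 on the log2 scale between PRR RVLM-Null and WT mice on DOCA-salt (SE 0.14, unadjusted p = 0.0131, adjusted p = 0.227, edgeR with Benjamini-Hochberg adjustment) and did not pass. An exact two-sided permutation test gave p = 0.114. Without the library labelled PRR RVLM-Null DOCA-salt replicate 3 the change was -0.67 (adjusted p = 0.0123). The gene is X-linked and the 2 libraries that remain are both of the male pattern, and with the sex pattern as a term as well, a choice made after the data were seen, the change was -0.80. Over all alternatives the adjusted p ran from 0.00178 to 0.545. These alternatives include 1 test over all 4 groups, added later, whose p is not for the 2 genotypes alone. Other measures of the deletion in the paper run toward loss of PRR in the RVLM: tdTomato after Ad-CRE-GFP (Fig. 2D), the band of the exon 2 deletion in RVLM but not in pons (Fig. 2E), and less PRR protein in RVLM punches (Fig. 2F). With the AAV used for the sequenced mice, the paper also reports no detectable PRR mRNA by RT-qPCR. These are not measures of the sequenced punches, so they do not settle the label of that library. The floxed part is exon 2, and counts over the whole gene on chromosome X (12587801 to 12617049, GRCm38) can miss its deletion.

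**Figure D2:**
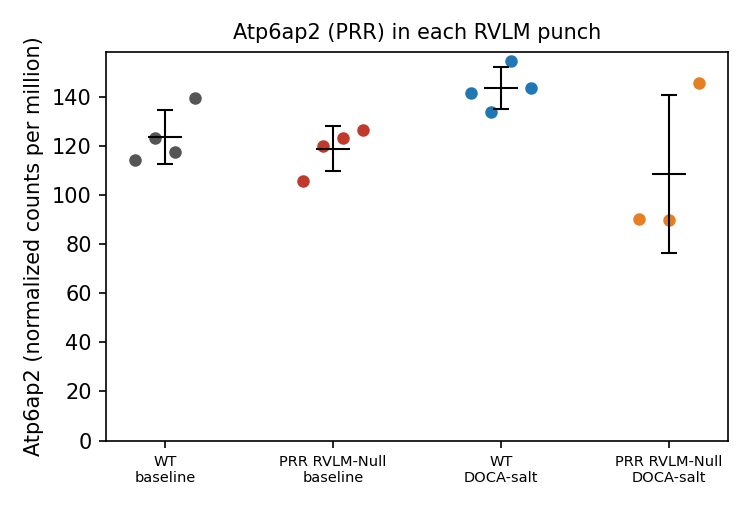
Level of Atp6ap2 (CPM) in RVLM punches of WT and PRR RVLM-Null mice at baseline and on DOCA-salt. Each point is 1 library, and bars show mean ± SD. On DOCA-salt, 2 PRR RVLM-Null libraries lie below all WT libraries and 1 lies among them.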

First, as expected, there was a trend toward a decrease (*P* = .08) in PRR expression in DOCA-salt-treated PRR^RVLM-Null^ compared to WT (Figure 9A). 

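At baseline, no gene of the RVLM punches could be told apart between PRR RVLM-Null and WT mice, *Atp6ap2* included. *Atp6ap2* differed by -0.06 on the log2 scale between PRR RVLM-Null and WT mice at baseline (adjusted p = 0.923, edgeR with Benjamini-Hochberg adjustment; exact permutation p = 0.6). By edgeR, 0 genes were called at baseline, with 1498 genes at an unadjusted p under 0.05, and DESeq2, the edgeR likelihood ratio test and limma voom also called 0. Simulated 2-fold changes were recovered at the adjusted p alone for 69% of genes at this group size. Interferon-stimulated genes, which respond to virus, were on the higher side in PRR RVLM-Null mice in 28 of 28 cases, with 0 passing (0 when adjusted over the list alone). Camera gave adjusted p = 6.6e-08 for the list, and adjusted p = 0.79 with an estimated correlation, so the shift is not separate from genes that vary together. Lists of cells moved at baseline as well, each with 0 genes passing (0 when adjusted over the list alone) and adjusted p = 0.79 with an estimated correlation. Camera called cholinergic motor neuron genes lower (adjusted p = 0.011), and GABAergic and glycinergic neuron genes (adjusted p = 0.018), receptor genes of the neurotransmitter and peptide GPCR list (adjusted p = 0.015) and cerebellar neuron genes (adjusted p = 0.042) higher, so the punches may have differed in content. The calls were lost without PRR RVLM-Null replicate 2 for motor neuron genes (adjusted p = 0.0756), WT replicate 1 or PRR RVLM-Null replicate 2 for GABAergic and glycinergic neuron genes (adjusted p = 0.0651 and 0.0572) and PRR RVLM-Null replicate 4 for receptor genes (adjusted p = 0.0871). For cerebellar neuron genes the call was lost without WT replicates 1 or 2 (adjusted p = 0.126 and 0.0604), PRR RVLM-Null replicates 2 or 4 (adjusted p = 0.0675 and 0.0871) or WT DOCA-salt replicate 4 (adjusted p = 0.0552).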

Interestingly, there was no difference at baseline, presumably due to insufficient time to induce a complete extinction of mRNA from every cell in the sample that express PRR. In WT mice, DOCA-salt increased expression of several RAS genes, including *Agtr1a*, catecholamine synthesis (*Th, Dbh, Pnmt*) and serotonin biosynthesis (*Tph2, Slc6a4, Aaad*) (Figure 9A and B). 

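The mRNA of the angiotensin II receptor and of the enzymes that make catecholamines and serotonin was higher in WT mice on DOCA-salt than in the baseline cohort. *Agtr1a* encodes the AT1A receptor, *Th* and *Dbh* encode enzymes of noradrenaline synthesis, and *Pnmt* encodes the enzyme that makes adrenaline. *Tph2* and *Ddc* encode the enzymes of serotonin synthesis, *Ddc* being the gene named as Aaad, and *Slc6a4* encodes the serotonin transporter. Changes on the log2 scale in WT mice were 2.91 for *Agtr1a* (SE 0.79, adjusted p = 0.0276), 2.57 for *Th* (SE 0.41, adjusted p = 0.0015) and 1.88 for *Dbh* (SE 0.40, adjusted p = 0.0085), by edgeR with Benjamini-Hochberg adjustment. *Tph2* rose by 5.32 (SE 0.64, adjusted p = 0.00018), *Slc6a4* by 5.79 (SE 0.94, adjusted p = 0.0019) and *Ddc* by 2.57 (SE 0.30, adjusted p = 0.00016). *Pnmt* passed narrowly at 3.54 (SE 1.11, adjusted p = 0.0498), with overlapping ranges and means of 0.0611 and 0.743 CPM. It was lost without WT baseline replicates 1, 3 or 4 (adjusted p = 0.125, 0.123 and 0.101) or WT DOCA-salt replicates 2 or 4 (adjusted p = 0.112 and 0.106), and over all alternatives its adjusted p ran from 0.00615 to 0.125. *Agtr1a*, at 0.282 CPM at baseline and 2.19 CPM on DOCA-salt, was lost without WT baseline replicates 1, 2 or 4 (adjusted p = 0.0708, 0.0619 and 0.0602) or WT DOCA-salt replicates 2 or 3 (adjusted p = 0.0521 and 0.0838), over a range of 0.00236 to 0.0838. The ranges of *Pnmt* and *Agtr1a* include 1 test over all 4 groups, added later, whose p is not for these 2 groups alone.
Of 12 genes of the renin-angiotensin system, 1 rose and 1 fell (1 and 2 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.81). Its median log2 change was -0.15 and its mean 0.20. The gene that fell was *Lnpep*, which encodes the angiotensin IV receptor, with a log2 change of -0.42 (adjusted p = 0.0112). *Agt*, which encodes angiotensinogen, changed by 0.57 (adjusted p = 0.122) and did not pass. Of 9 catecholamine genes, 6 rose and 1 fell (6 and 1 when adjusted over the list alone; camera adjusted p = 0.00035, adjusted p = 0.13 with an estimated correlation). The latter was *Spr*, which encodes an enzyme of cofactor synthesis. Of 9 genes of C1 neurons, the adrenaline cells of the RVLM, 5 rose (5 when adjusted over the list alone; camera adjusted p = 0.0079, adjusted p = 0.11 with an estimated correlation), and 4 of these 9 are also catecholamine genes. Of 13 genes of serotonergic raphe neurons, 11 rose (12 when adjusted over the list alone; camera adjusted p = 1.6e-12, adjusted p = 0.11 with an estimated correlation), and 3 of the 13 are also catecholamine genes. They include *Slc18a2* (4.28, adjusted p = 0.0046), which encodes the vesicular transporter shared by all monoamines, and *Fev* (3.77, adjusted p = 0.0036), which encodes a transcription factor of serotonergic neurons.
Lists of other cells also moved between these groups, so the punches may have differed in what they held. Of 4 genes of GABAergic and glycinergic neurons, 2 rose (3 when adjusted over the list alone; camera adjusted p = 0.019, adjusted p = 0.61 with an estimated correlation). For cholinergic motor neuron genes, 0 of 7 passed (0 when adjusted over the list alone) and all 7 were on the lower side, with camera adjusted p = 0.023 and adjusted p = 0.69 with an estimated correlation. That call was lost without WT DOCA-salt replicates 2 or 3 (adjusted p = 0.0521 and 0.0967). For pericyte and smooth muscle genes, 2 of 10 fell (2 when adjusted over the list alone; camera adjusted p = 0.023, adjusted p = 0.33 with an estimated correlation), and the list call was lost without WT baseline replicate 4 (adjusted p = 0.0655) or WT DOCA-salt replicate 4 (adjusted p = 0.0704).

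**Figure D3:**
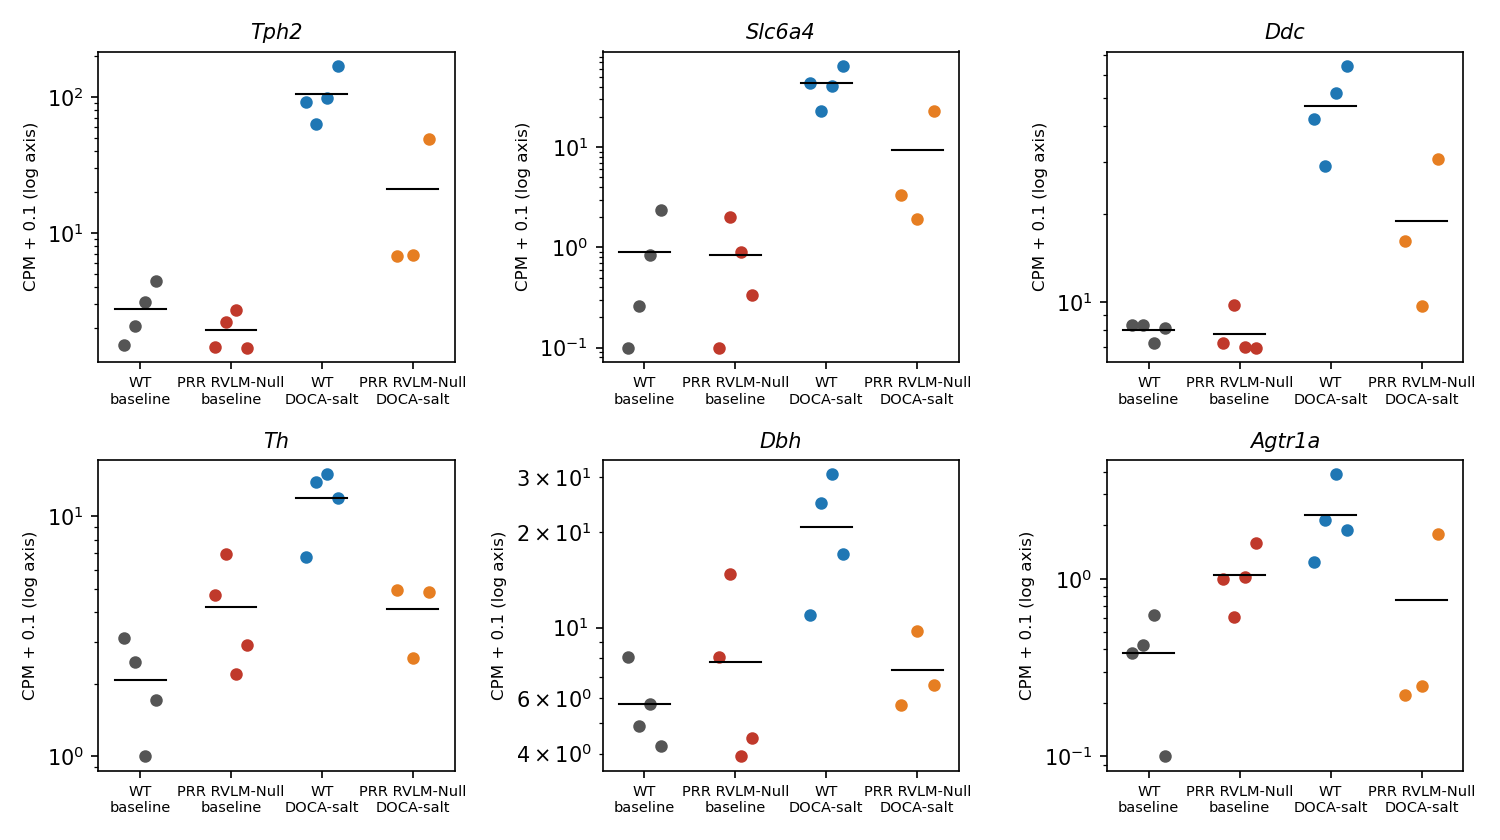
Levels of Tph2, Slc6a4, Ddc, Th, Dbh and Agtr1a (CPM plus 0.1, log axis) in RVLM punches of WT and PRR RVLM-Null mice at baseline and on DOCA-salt. Each point is 1 library, and lines show the mean. All 6 genes are higher on DOCA-salt in WT mice. On DOCA-salt the mean of PRR RVLM-Null mice lies lower in all 6 genes, with ranges that overlap in Ddc and Agtr1a, and 1 PRR RVLM-Null library lies above the other 2 in Tph2, Slc6a4, Ddc and Agtr1a.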

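In PRR RVLM-Null mice, no rise of *Th* and *Dbh*, the genes of catecholamine enzymes, was detected with DOCA-salt, while *Tph2*, *Slc6a4* and *Ddc*, of serotonin synthesis and uptake, still rose above baseline. No rise of *Agtr1a*, the AT1A receptor gene, was detected either. Whether these responses differ from those of WT mice was not settled at the level of single genes. Between PRR RVLM-Null mice on DOCA-salt and at baseline, the log2 change was -0.03 for *Th* (adjusted p = 0.971), -0.09 for *Dbh* (adjusted p = 0.919), 0.76 for *Pnmt* (adjusted p = 0.724) and -0.62 for *Agtr1a* (adjusted p = 0.664), by edgeR with Benjamini-Hochberg adjustment. *Tph2* rose by 3.46 (SE 0.65, adjusted p = 0.0098), *Slc6a4* by 3.58 (SE 0.95, adjusted p = 0.038) and *Ddc* by 1.29 (SE 0.31, adjusted p = 0.027). These rises rest in part on the library labelled PRR RVLM-Null DOCA-salt replicate 3, in which *Tph2* stood at 48.9 CPM against 6.69 and 6.80 CPM in the other 2. Without it, *Tph2* changed by 1.86 (adjusted p = 0.012), *Slc6a4* by 1.73 (adjusted p = 0.206) and *Ddc* by 0.74 (adjusted p = 0.084). *Slc6a4* was also lost without PRR RVLM-Null baseline replicates 1, 3 or 4 (adjusted p = 0.0857, 0.0902 and 0.104). *Ddc* was lost without PRR RVLM-Null baseline replicates 1, 3 or 4 (adjusted p = 0.0618, 0.0712 and 0.0761) or the library labelled PRR RVLM-Null DOCA-salt replicate 1 (adjusted p = 0.0523).
On DOCA-salt, PRR RVLM-Null and WT mice differed by -1.56 in *Th* (SE 0.41, adjusted p = 0.147), -1.51 in *Dbh* (SE 0.42, adjusted p = 0.157), -2.36 in *Tph2* (SE 0.58, adjusted p = 0.131), -2.25 in *Slc6a4* (SE 0.79, adjusted p = 0.221), -1.33 in *Ddc* (SE 0.31, adjusted p = 0.106), -1.84 in *Pnmt* (SE 0.92, adjusted p = 0.375) and -1.83 in *Agtr1a* (SE 0.76, adjusted p = 0.290), and none passed the quasi-likelihood test of edgeR. The edgeR likelihood ratio test and DESeq2 each called *Th*, *Dbh*, *Tph2* and *Ddc*. The ranges of the 2 groups were separate for *Th*, *Dbh*, *Tph2* and *Slc6a4*, each with an exact permutation p = 0.0571. Over all alternatives the adjusted p ran from 5.28e-08 to 0.429 for *Th* and from 1.82e-26 to 0.481 for *Tph2*. These alternatives include 1 test over all 4 groups, added later, whose p says only that a gene differs somewhere among them. The low ends are therefore not read as differences between the genotypes. The difference between the responses of the genotypes was -2.60 for *Th* (SE 0.58, adjusted p = 0.0554), -1.96 for *Dbh* (adjusted p = 0.117), -3.53 for *Agtr1a* (SE 1.13, adjusted p = 0.142) and -1.86 for *Tph2* (adjusted p = 0.321), and did not pass either. Part of it lay at baseline for *Agtr1a*, at 0.952 CPM in PRR RVLM-Null against 0.282 CPM in WT mice. The same held for *Th* (4.08 against 1.97 CPM) and *Dbh* (7.71 against 5.63 CPM), and not for *Tph2* (1.84 against 2.66 CPM). Without the library labelled PRR RVLM-Null DOCA-salt replicate 3, the differences between the responses were -5.63 for *Agtr1a* (adjusted p = 0.013), -3.46 for *Tph2* (adjusted p = 0.0087) and -1.82 for *Ddc* (adjusted p = 0.018). The 2 PRR RVLM-Null libraries that then remain are both of the male pattern, and with the sex pattern as a term as well, chosen after the data were seen, the differences were -5.78, -3.61 and -1.81 (adjusted p = 0.0066, 0.0065 and 0.018).
As lists, serotonergic genes were lower in PRR RVLM-Null than in WT mice on DOCA-salt, with 0 of 13 passing (10 lower when adjusted over the list alone; camera adjusted p = 2.2e-10, adjusted p = 0.19 with an estimated correlation). Catecholamine genes were lower likewise, with 0 of 9 passing (5 lower when adjusted over the list alone; camera adjusted p = 0.0020, adjusted p = 0.19 with an estimated correlation). The paper chose several genes of both lists on these samples, so the counts adjusted over the list alone are not independent evidence. Lists of other cells moved in the same comparison, which bears on what the punches held. Red blood cell genes were on the higher side in 5 of 5 cases, with 0 passing (4 higher when adjusted over the list alone; camera adjusted p = 0.00082, adjusted p = 0.19 with an estimated correlation). As a list, cholinergic motor neuron genes were on the higher side in 7 of 7 cases, with 0 passing (0 when adjusted over the list alone; camera adjusted p = 0.035, adjusted p = 0.55 with an estimated correlation). That call was lost without WT DOCA-salt replicates 2 or 3 (adjusted p = 0.0798 and 0.233), the library labelled PRR RVLM-Null DOCA-salt replicate 2 (adjusted p = 0.261) or the library labelled PRR RVLM-Null DOCA-salt replicate 3 (adjusted p = 0.0559). By contrast, cerebellar neuron genes were lower, with 0 of 7 passing (1 lower when adjusted over the list alone; camera adjusted p = 0.011, adjusted p = 0.35 with an estimated correlation), a call lost without the library labelled PRR RVLM-Null DOCA-salt replicate 2 (adjusted p = 0.0581). Of the 218 genes that rose in WT mice, 122 changed to the same side in PRR RVLM-Null mice and 17 rose in both, against 2.50 for independent calls. Of the 105 that fell, 87 changed to the same side and 34 fell in both, against 0.467 for independent calls. Genes vary together, so calls are not independent. Both comparisons also set the DOCA-salt cohort against the baseline cohort. Shared calls can therefore come from the cohorts and do not by themselves show a response kept after ablation. In 22 of the 218 the response of PRR RVLM-Null mice was smaller by the test of the difference between responses. That count rests on few libraries: leaving out any 1 of 7 left 0 genes called for the difference, and leaving out the library labelled PRR RVLM-Null DOCA-salt replicate 3 gave 207.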

PRR ablation prevented the effects of DOCA-salt on several of these genes. Interestingly, PRR^RVLM-Null^ exhibited upregulation of *Ace2*, considered a protective arm of the RAS. Moreover, the lack of PRR in the RVLM resulted in elevated genes involved in inflammatory responses, including *Nfkb1, Nlrp3, P22phox*, and *Il18r1* (Figure 9C). These data might indicate that ablation of PRR in the RVLM is sufficient to suppress local RAS activation and induction of catecholamine and serotonin biosynthesis in the RVLM by DOCA-salt. However, the activation of neuroinflammatory signals might trigger the exacerbated fluid and pressor responses to DOCA-salt in PRR^RVLM-Null^.

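Inflammatory genes leaned to the higher side in PRR RVLM-Null mice on DOCA-salt, but no gene of this kind passed. *Nlrp3* encodes the sensor of the NLRP3 inflammasome, *Nfkb1* a subunit of NF-kappa-B, *Cyba* the P22phox subunit of NADPH oxidase, and *Il18r1* the receptor of interleukin-18. *Nlrp3* was 0.819 ± 0.266 CPM in WT and 2.07 ± 0.35 CPM in PRR RVLM-Null mice on DOCA-salt, a log2 difference of 1.33 (SE 0.46, unadjusted p = 0.0109, adjusted p = 0.219, edgeR with Benjamini-Hochberg adjustment). The ranges were separate, with an exact permutation p = 0.0286, the smallest that 4 against 3 libraries allow, and over all alternatives the adjusted p ran from 0.00489 to 0.481. The low end is that of 1 test over all 4 groups, added later, whose p is not for the 2 genotypes alone. In the library labelled PRR RVLM-Null DOCA-salt replicate 3, counted as labelled, *Nlrp3* stood at 2.14 CPM. *Nfkb1* differed by 0.17 (SE 0.11, adjusted p = 0.508) and *Cyba* by 0.64 (SE 0.35, adjusted p = 0.428). *Il18r1* had 0 to 18 counts per library, under the low-count filter. Without the filter its log2 difference was 2.17 (adjusted p = 0.320). The paper proposes that ablation suppressed the local renin-angiotensin system and monoamine synthesis, and that inflammatory signals might trigger the fluid and pressor responses.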

**Figure 9.**
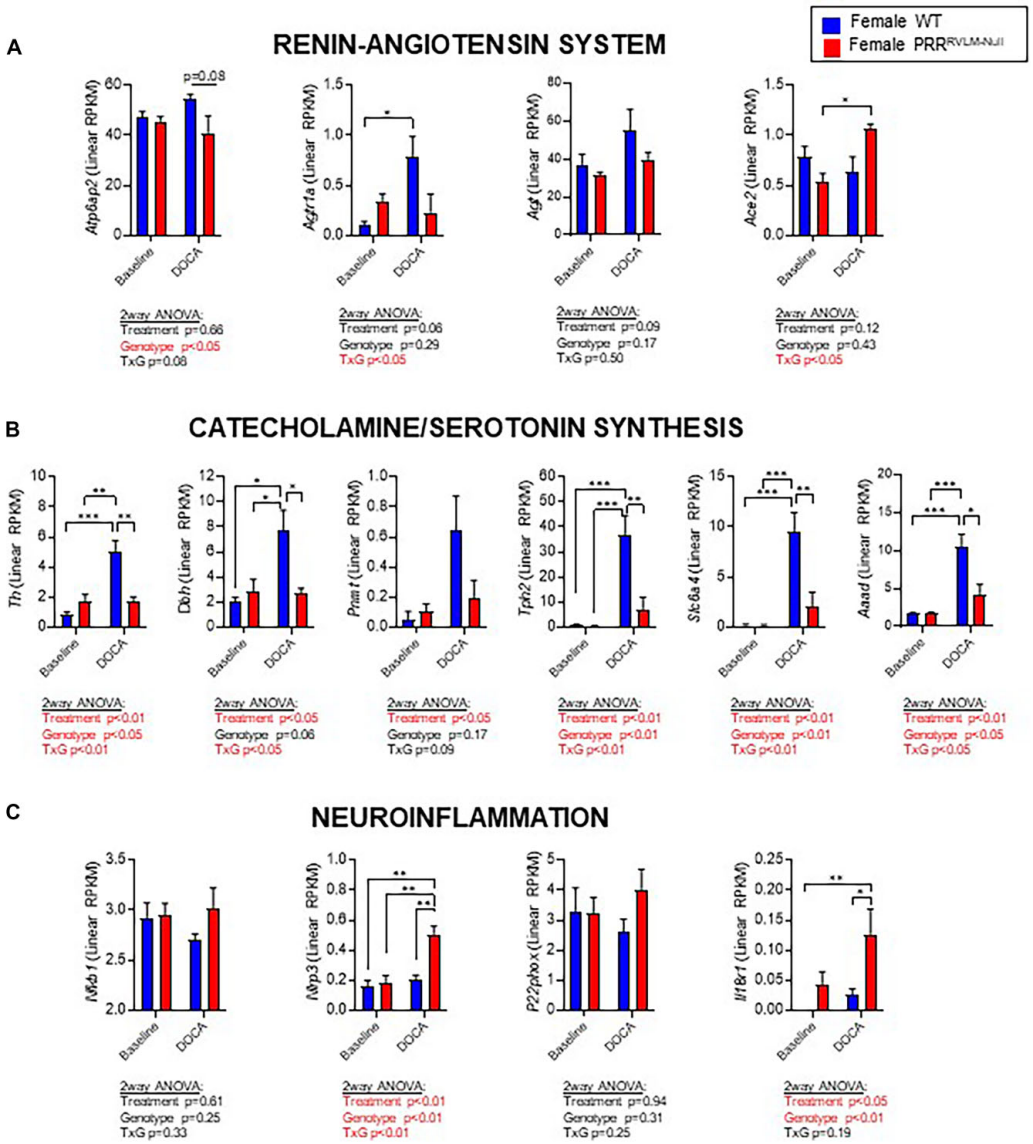
Bulk RNA sequencing data analysis of RVLM brain punches collected from WT and PRR^RVLM-Null^ females at baseline or day 13 with DOCA-salt hypertension. Expression profiles of key genes involved in (A) RAS activation, (B) catecholamine and serotonin biosynthesis, and (C) neuroinflammation are shown. Data are expressed as mean ± SEM and were analyzed using 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. * *P* < .05, ** *P* < .01 and *** *P* < .001.

## Discussion

The main finding of this study is that the localized ablation of PRR in the RVLM region results in a sex-dependent phenotype characterized by exacerbated dipsogenic, natriuretic, and pressor responses to DOCA-salt during the late “maintenance” phase of the model. In addition, this phenotype was also associated with exacerbated dipsogenic response, decreased relative distribution between extracellular and intracellular fluid compartmentalization, elevated urinary copeptin (an index of arginine vasopressin), and increased sympathetic tone to the kidney and resistance arterioles.

The physiological outcomes of brain RAS activation are highly dependent on the neural circuits involved. This study was focused on the RVLM, a key region of cardiovascular regulation and sympathetic control, where we previously identified renin promoter activity.^25^ The RVLM region is situated within the blood-brain barrier; although it is unlikely that circulating ANG-II can reach the RVLM neurons directly—especially in the context of DOCA-salt HTN where circulating levels of ANG-II are low—the RVLM remains subject to trans-endothelial signaling and thus potential ANG-II transcytosis.^7,35,36^ The PRR has been proposed as a key player in the generation of ANG-II in several tissues by facilitating the non-proteolytic activation of (pro)renin.^37^ Studies designed to investigate the specific role of PRR in specific brain regions such as the subfornical organ or paraventricular nucleus emerged recently.^18,38,39^ Using in situ hybridization technique, we observed that PRR is widely expressed in RVLM and is present in a wide variety of cell types, including glutaminergic and GABAergic neurons as well as in microglia. Stereotactic injections of recombinant mouse prorenin targeting the RVLM resulted in acute pressor responses, indicating that the RVLM region contains the machinery to activate and respond to exogenous prorenin. Moreover, recombinant prorenin elicited intracellular signaling and generation of reactive oxygen species in brainstem neurons in vitro. Whether these effects of prorenin are RAS-dependent still needs to be evaluated. Then, we stereotactically delivered AAV-CRE into the RVLM of mice carrying floxed PRR alleles to perform region-specific gene deletions. Since previous studies reported that the functions of PRR are sex-dependent, we included both sexes in this study.^40–42^ Likewise, sex differences in the development of DOCA-salt HTN include dimorphism in BP, vasopressin release, vascular reactivity, inflammatory profile, baroreflex function, and importantly the brain RAS activity. ^43–48^ Similarly, evidence supports that development of DOCA-salt HTN is influenced by the estrous cycle.^49^ We acknowledge this represents a potential confounding factor that was not considered in the study. Contrary to our expectations, males lacking PRR did not exhibit any difference in BP compared to the WT control upon DOCA-salt challenge. In contrast, upon DOCA-salt stimulation, female PRR^RVLM-Null^ mice displayed significantly lower diastolic BP during the early phase (first week). Subsequently, female PRR^RVLM-Null^ mice on DOCA-salt displayed an exacerbated increase in systolic BP during the late “maintenance” phase (after the second week). These experiments led us to two main conclusions. First, the unexpected exacerbation of BP increases after the delayed development of DOCA-salt HTN in female PRR^RVLM-Null^ mice suggests that different roles of PRR might exist depending on the cell type and brain region involved. Second, it is well-accepted that the development of HTN to DOCA-salt involves different physiological mechanisms that change throughout time. During the initial days of DOCA-salt treatment, fluid retention due to an imbalance in renal sodium handling concomitant with excessive salt intake is critical for the full establishment of HTN. Then, the slow increase of BP and sustained HTN, which occur during the next few weeks, is thought to be mediated by neural and humoral factors, including elevated sympathetic tone to resistance arterioles and vasopressin release, respectively.^50^ We considered that in the model DOCA-salt HTN, the role of PRR in the RVLM is bi-phasic given that RVLM-specific ablation of PRR in the early developmental stage of DOCA-salt HTN is protective, while during the late maintenance stage, seems to be detrimental. Importantly, the increase in BP in the female PRR^RVLM-Null^ mice might be linked to sympathoexcitation, as the power spectral analysis of diastolic BP variability was elevated in these animals. We acknowledge that power spectral analysis is an indirect measurement of sympathetic drive. Thus, alternatively, we also measured urine norepinephrine, which was elevated in the female PRR^RVLM-Null^ mice. Ideally, renal nerve recording might confer additional direct measurement of sympathetic drive. However, this technique becomes a limitation given the need for anesthetics and the size restraint of mice. An alternative mechanism causing elevated BP can be explained by the observation that female PRR^RVLM-Null^ mice exhibited exacerbated salt and water intake in response to DOCA-salt. There was no significant change in the daily sodium balance, presumably because there was a compensatory reduction in the expression and activity of sodium transporters, leading to elevated urinary excretion. It has been reported that conditions such as DOCA-salt HTN induces a shift of fluid from the extracellular to intracellular spaces.^51^ Similarly, our study revealed that females lacking PRR showed a reduction of fluid in the extracellular and increase in the intracellular compartment. Cianci et al. have reported that the increase in total body water content in hypertensive patients is attributable to the expansion of the intracellular fluid. Moreover, intracellular water correlates with BP.^52^ It has been also indicated that hypertensive patients also exhibit a reduction in the extracellular fluid volume.^53^ Given that extracellular dehydration stimulates drinking and vasopressin release, it might be possible that the altered fluid distribution explains in part the elevated urinary copeptin levels and exacerbated drinking response to DOCA-salt in PRR^RVLM-Null^ mice.^54^

To identify key genes affected by the removal of PRR in the RVLM, we employed transcriptomic approaches in brain punches collected from the RVLM of female WT or PRR^RVLM-Null^ mice at baseline and during the maintenance late phase of DOCA-salt. 

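Genes for G protein-coupled receptors leaned lower and phagosome genes higher in PRR RVLM-Null than in WT mice on DOCA-salt, while DNA methylation genes did not move as a list. The lists were drawn from general knowledge before the data were examined and are not those of Ingenuity. They were written after the paper was read, and the receptor, DNA methylation and phagosome lists follow pathways it reports from these samples. The paper also names 2 of the receptor genes, so these lists are not independent evidence for its pathways. In these values the library labelled PRR RVLM-Null DOCA-salt replicate 3 was counted as labelled. Of 71 receptor genes, 0 passed by edgeR (1 higher and 7 lower when adjusted over the list alone), and 20 lay on the higher side. Camera called the list lower (adjusted p = 0.00057, or adjusted p = 0.30 with an estimated correlation). The smallest p belonged to *Htr1a* (-1.13, adjusted p = 0.0823), which encodes a serotonin receptor, and *Drd1* (1.98, adjusted p = 0.10), which encodes a dopamine receptor. In WT mice with DOCA-salt, 5 of the 71 receptor genes rose and 5 fell (8 and 6 when adjusted over the list alone; camera adjusted p = 0.71). They include *Glp1r* (1.99), which encodes the GLP-1 receptor, and *Tacr1* (-0.94), which encodes the substance P receptor. Of the same genes in PRR RVLM-Null mice, 6 of 71 fell with DOCA-salt and 0 rose (15 and 0 when adjusted over the list alone; camera adjusted p = 5.9e-05, adjusted p = 0.40 with an estimated correlation). *Oprm1*, which encodes the mu-opioid receptor, fell by 1.58 (adjusted p = 0.0104) and *Npy2r*, which encodes a neuropeptide Y receptor, fell by 1.19 (adjusted p = 0.0098).
Of 25 genes of phagosome formation, 22 lay on the higher side in PRR RVLM-Null mice and 0 passed (0 when adjusted over the list alone). Camera gave adjusted p = 0.014, and adjusted p = 0.40 with an estimated correlation. The call was lost without PRR RVLM-Null DOCA-salt replicate 2 (adjusted p = 0.24) or WT DOCA-salt replicate 4 (adjusted p = 0.0501). *Mertk*, which encodes a receptor for engulfment, differed by 0.50 (adjusted p = 0.281). Of 20 DNA methylation genes, 0 passed (0 when adjusted over the list alone; camera adjusted p = 0.45), and *Dnmt3b*, which encodes a methyltransferase, differed by 1.32 (adjusted p = 0.170). Genes of the V-ATPase, the proton pump that PRR helps to assemble, a list that holds *Atp6ap2* itself, were lower as a list (camera adjusted p = 0.011, or adjusted p = 0.31 with an estimated correlation), with 0 of 18 passing (0 when adjusted over the list alone). *Atp6v1a*, which encodes its catalytic subunit, differed by -0.27 (adjusted p = 0.219).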

Using Ingenuity pathway analysis, which allows a comprehensive gene expression data analysis to infer the underlying causes of the observed changes, we identified three important canonical pathways that could be implicated in this phenomenon: (1) G-protein coupled receptor signaling, (2) DNA methylation and transcriptional repression, and (3) phagosome formation. PRR appears to be essential for the maintenance of critical cellular functions as it is required for the assembly of the lysosomal proton-transporting V-type ATPase, protein degradation, and phagolysosome formation.^55^ 

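*Pou4f1* encodes a transcription factor of brainstem neurons that is also abundant in the inferior olive, which lies beside the RVLM. Its level on DOCA-salt was set by 1 WT library and did not differ between the genotypes by the test. Levels in WT mice on DOCA-salt were 0.656, 3.96, 112 and 4.40 CPM, and 0.697, 0.902 and 1.02 CPM in PRR RVLM-Null mice. The library at 112 CPM was replicate 3, and the last PRR RVLM-Null value is that of the library labelled PRR RVLM-Null DOCA-salt replicate 3. The log2 difference was -5.12 (SE 1.52, adjusted p = 0.170, edgeR with Benjamini-Hochberg adjustment; exact permutation p = 0.543), and over all alternatives the adjusted p ran from 0.00276 to 0.826. These alternatives include 1 test over all 4 groups, added later, whose p is not for the 2 genotypes alone. Without WT replicate 3 the difference was -1.80, with overlapping ranges. In the same library *Htr5b*, which encodes a serotonin receptor of the olive, stood at 55.3 CPM against 2.06 CPM in the next. In WT mice *Htr5b* rose by 7.45 with DOCA-salt (adjusted p = 0.0162), a call lost without that library (3.52, adjusted p = 0.0748) and without WT baseline replicates 1 or 3 (adjusted p = 0.0505 and 0.0504). Of 7 inferior olive genes, 0 passed between PRR RVLM-Null and WT mice on DOCA-salt (2 lower when adjusted over the list alone).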

Interestingly, we identified POU4F1 as the main upstream regulator. It has been shown that POU4F1 plays a key role in the development of the nucleus ambiguus, and mice lacking POU4F1 die prematurely due to defects in this nucleus.^56^ Thus, the absence of PRR might be lethal for certain cell types within the RVLM. Future studies that use advanced techniques to ablate specific cell types and neuronal populations within the RVLM region, such as the nucleus ambiguus, would be required. Differential analysis of genes that are associated with the regulation of the RAS and sympathetic activity in the RVLM as well as inflammatory cascades were performed. 

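The arm of the renin-angiotensin system that raises pressure was lower as a list in PRR RVLM-Null than in WT mice on DOCA-salt, at the preset correlation alone. The list of 4 genes holds *Atp6ap2*, the ablated gene itself, and *Agt* and *Agtr1a*, which the paper picked on these samples, while the remaining gene did not move with them. No gene of that arm passed by itself. In these values the library labelled PRR RVLM-Null DOCA-salt replicate 3 was counted as labelled. For the 4 genes of the pressor arm, 0 passed by edgeR (0 when adjusted over the list alone). Camera called the list lower (adjusted p = 0.021, or adjusted p = 0.19 with an estimated correlation). The call was lost without WT replicate 3 (adjusted p = 0.053) and without PRR RVLM-Null replicate 1 (adjusted p = 0.095). Over all 12 genes of the system, 5 lay on the higher side and 0 passed (0 when adjusted over the list alone; camera adjusted p = 0.25). *Agt*, which encodes angiotensinogen, differed by -0.46 (SE 0.25, adjusted p = 0.429, edgeR with Benjamini-Hochberg adjustment), from a mean of 104 ± 42.2 CPM in WT to 75.9 ± 12.2 CPM in PRR RVLM-Null mice. *Enpep*, which encodes the aminopeptidase that makes angiotensin III, differed by 1.08 (adjusted p = 0.219). *Agtr1a* stood at 0.123 and 0.150 CPM in 2 PRR RVLM-Null libraries and at 1.69 CPM in the library labelled PRR RVLM-Null DOCA-salt replicate 3. Without the latter its difference from WT mice was -3.93 (adjusted p = 0.028), and -4.30 (adjusted p = 0.014) with the sex pattern as a term as well, which was added after the data were seen.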

Although female PRR^RVLM-Null^ mice exhibited higher BP when the RVLM punches were collected, we observed a paradoxical decrease in the expression of “detrimental” RAS genes and elevated expression of “protective” RAS genes. This implies that despite the ablation of PRR resulting in the local inhibition of the RAS in the RVLM, this protective effect was insufficient to counterbalance the hypertensive responses elicited by alternative mechanisms. Moreover, the ablation of PRR upregulated genes associated with inflammation. Therefore, we hypothesize that ablation of PPR might target POU4F1 and impair mechanisms involving G-protein signaling, DNA methylation, and phagosome formation leading to a localized inflammatory response in the brainstem. 

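As lists, inflammatory and interferon-stimulated genes were on the higher side in PRR RVLM-Null mice on DOCA-salt, without a gene that passed, and the interferon-stimulated genes were so at baseline as well. In these values the library labelled PRR RVLM-Null DOCA-salt replicate 3 was counted as labelled. Of 25 inflammatory genes, 19 lay on the higher side and 0 passed by edgeR (0 when adjusted over the list alone). Camera gave adjusted p = 0.011, adjusted p = 0.31 with an estimated correlation, and adjusted p = 0.086 without PRR RVLM-Null replicate 2. Of the 25, 2 are also phagosome genes, and 3 are named by the paper on these samples. Of 28 interferon-stimulated genes, 27 lay on the higher side and 0 passed (0 when adjusted over the list alone; camera adjusted p = 7.4e-07, adjusted p = 0.35 with an estimated correlation). The smallest p were those of *Ifi44* (1.61, adjusted p = 0.170) and *Oasl2* (1.04, adjusted p = 0.169), which encode antiviral proteins. The shift of this interferon response list was as large before DOCA-salt, with a mean log2 difference between the genotypes of 0.78 at baseline and 0.71 on DOCA-salt. No difference between the DOCA-salt responses was detected for it, with 14 of 28 genes on the higher side and 0 passing (0 when adjusted over the list alone; camera adjusted p = 0.81). Red blood cell genes were also higher in this comparison, and blood in the punches was not tested as a source of these lists. Between WT mice on DOCA-salt and at baseline, no change of the inflammatory list was detected, with 0 of 25 passing (0 when adjusted over the list alone; camera adjusted p = 0.66). The interferon response list was higher in WT mice with DOCA-salt, with 23 of 28 genes on the higher side and 2 passing (0 when adjusted over the list alone; camera adjusted p = 0.031, adjusted p = 0.79 with an estimated correlation). That call was lost without WT baseline replicates 1 or 2 (adjusted p = 0.0998 and 0.0565) or WT DOCA-salt replicates 1 or 4 (adjusted p = 0.199 and 0.0704).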

We acknowledge that there are certain limitations. First, the RVLM is not a defined anatomical structure with clear boundaries and is defined as a region within the medullary reticular formation. This region comprises several subregions and heterogeneous cell types, including the C1 adrenergic cell group, cholinergic neurons, and many others.^26^ Importantly, PRR is expressed in almost every cell type, including the microglia within the RVLM.^24^ Studies have shown the presence of PRR in other cell types in the brain. For instance, PRR is expressed in astrocytes and plays a role in oligodendrogenesis and endothelial cell polarity. Thus, we consider a possible role for PRR to not only be expressed in neurons and microglia but also in astrocytes, oligodendrocytes, and endothelial cells. 

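No difference in marker genes of astrocytes, oligodendrocytes and microglia was detected between PRR RVLM-Null and WT mice on DOCA-salt. Endothelial markers were slightly higher as a list, without a gene that passed. In these values the library labelled PRR RVLM-Null DOCA-salt replicate 3 was counted as labelled. For astrocytes, 11 of 14 genes lay on the higher side and 0 passed by edgeR (0 when adjusted over the list alone; camera adjusted p = 0.083). For oligodendrocytes it was 8 of 14, with 0 passing (1 higher when adjusted over the list alone; camera adjusted p = 0.25), the 1 being *Mobp* (0.82, adjusted p = 0.111), which encodes a myelin protein. For microglia it was 13 of 17, with 0 passing (0 when adjusted over the list alone; camera adjusted p = 0.12), with *Aif1*, which encodes the protein IBA1, at 0.57 (adjusted p = 0.408). For endothelial cells, 15 of 16 genes lay on the higher side and 0 passed (0 when adjusted over the list alone; camera adjusted p = 0.014, adjusted p = 0.31 with an estimated correlation). *Abcb1a*, which encodes a transporter of the blood-brain barrier, differed by 0.40 (adjusted p = 0.185). Between WT mice on DOCA-salt and the baseline cohort, *Gfap*, which encodes an astrocyte filament, rose by 2.09 (SE 0.48, adjusted p = 0.0124), as the only 1 of 14 astrocyte genes to rise (1 when adjusted over the list alone), and 1 fell. Bulk punches give the sum over cells, so a change inside 1 kind of cell can be hidden.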

Although this was not directly measured, analysis of genes related to the functions of these cells by RNA sequencing did not suggest significant alterations.^21,57^ Given the lack of clear anatomical boundaries, the histological confirmation of the correct delivery of the viruses has been challenging. Therefore, transient pressor responses to small amounts of glutamate, an excitatory neurotransmitter, were used as criteria to confirm the correct injection site. In addition to the AAV-GFP control group, we considered other controls such as off-target AAV-cre injections into areas in the brain presumed to play no role in BP or AAV-cre injections in wildtype mice. However, we felt that these additional experiments would not add significant impact to the study as the results would largely be negative. We consider it likely that complete ablation of PRR was not achieved. Our previous experience in other brain regions indicates that the efficiency of gene recombination never reaches 100%. 

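In the sequenced punches, the level of *Atp6ap2*, the PRR gene, in PRR RVLM-Null relative to WT mice on DOCA-salt changed by -24.4%, with a 95% confidence interval from -39.4% to -5.77%. The interval is for this gene alone, and the difference did not pass after adjustment over all genes. It comes from levels of 143 CPM in WT and 108 ± 32.1 CPM in PRR RVLM-Null mice, whose spread is that of the library labelled PRR RVLM-Null DOCA-salt replicate 3 against the other 2. The difference between the DOCA-salt responses of the genotypes was -0.35 (adjusted p = 0.393, edgeR with Benjamini-Hochberg adjustment) and -0.62 (adjusted p = 0.030) without that library.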

In this study, the reduction in PRR expression in the RVLM punches was ∼30%, but it did not reach statistical significance (*P* = .08). Of note, however, the area of the brain punch is relatively bigger than the RVLM; thus, some surrounding tissue that did not undergo viral transduction and thus cannot undergo PRR ablation was sampled. Thus, the decrease in PRR expression is likely an underestimate, perhaps largely so. Additionally, we recognize that the serotype of the AAV used might not possess the most efficient tropism to infect the variety of cells comprised in the RVLM. Finally, we could not conduct cell-specific ablation of PRR in the RVLM region. Given the ubiquitous expression of PRR and the heterogeneity of the RVLM region, it is likely that cell-specific ablation of PRR could lead to different physiological outcomes. Future studies will address whether conditional ablation of PRR in cholinergic neurons, catecholaminergic C1 neurons, non-C1 neurons, or glial cells recapitulates the phenotype of PRR^RVLM-Null^ mice.

In conclusion, we demonstrated that PRR in the RVLM region plays an important role in BP and hydromineral balance in a model of low plasma renin HTN. Importantly, the role of PRR is sex-dependent and cell-type-specific. Given the extensive and ubiquitous expression of PRR in brain regions of cardiovascular regulation, it is of utmost importance to consider that there might be off-target effects in therapeutic strategies targeting PRR.

## Supplementary Material

zqad043_Supplemental_Files

## Data Availability

The bulk RNA sequencing data have been deposited to the NCBI Gene Expression Omnibus accession series with the identifier 235234. The data that support the findings of this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Genetic Ablation of Prorenin Receptor in the Rostral Ventrolateral Medulla Influences Blood Pressure and Hydromineral Balance in Deoxycorticosterone-Salt Hypertension
**Source:** Function (Oxf). 2023 Aug 7;4(5):zqad043. doi: 10.1093/function/zqad043
**Supplement:** zqad043_Supplemental_Files

**Genetic Ablation of Prorenin Receptor in the Rostral Ventrolateral Medulla Influences Blood Pressure and Hydromineral Balance in Deoxycorticosterone-Salt Hypertension**

Natalia M. Mathieu^1*^, Eva M. Fekete^1*^, Patricia C. Muskus^1*^, Daniel T. Brozoski^1^, Ko-Ting Lu^1^, Kelsey K. Wackman^1^, Javier Gomez^1^, Shi Fang^1^, John J. Reho^1,2^, Connie C. Grobe^3^, Ibrahim Vazirabad^1^, Gary C. Mouradian, Jr.^1,4,6^, Matthew R. Hodges^1,6^, Jeffrey L. Segar^3^, Justin L. Grobe^1,2,4,5,6^, Curt D. Sigmund^1,4,6^, Pablo Nakagawa^1,4,6^

*Equal contribution

Running title: PRR in the RVLM

-or-

Curt D. Sigmund

Department of Physiology

Medical College of Wisconsin

8701 Watertown Plank Rd

Milwaukee, WI 53226

United States

**Methods**

Acute studies: Two acute studies were conducted in male C57BL/6J mice. Experiment 1: To study whether pharmacological blockade of prorenin receptor (PRR) in the brain exerts anti-hypertensive effects in mice with established hypertension (HTN), an acute intracerebroventricular (ICV) infusion of prorenin receptor antagonist, PRO20, was performed in mice with established deoxycorticosterone acetate (DOCA)-salt HTN. Briefly, 12-week-old male C57BL/6J mice were instrumented with a radiotelemetry catheter to monitor systolic blood pressure (BP) and a stainless-steel cannula into the lateral ventricle for the acute ICV injections of either control scramble peptide (3 nmol), PRO20 (3 nmol), or losartan (18 nmol, cat#SML3317, Sigma Aldrich) dissolved in artificial cerebrospinal fluid (aCSF), respectively. The stereotactic coordinates for the ICV canulation were: 1.0 mm mediolateral, 0.3 mm caudal to bregma, and 2.5 mm ventral from the dorsal surface of the skull as validated previously.^1^ Animals were allowed to recover for 10 days from surgeries. Systolic BP was measured at baseline and post-50 mg of DOCA (Sigma Aldrich, Saint Louis, MO) pellet implantation. Mice received 0.15 M NaCl saline as the only choice of water thereafter. Awake and freely moving mice were subjected to acute ICV administration of either scramble peptide, PRO20, or losartan. Two microliters of drugs were infused at a rate of 0.2 μL/min for 5 minutes using a peristaltic pump. BP was recorded for 60 minutes following infusion. The area under the curve of BP tracing was calculated using the trapezoidal method. Experiment 2: To study whether administration of recombinant prorenin targeting the rostral ventrolateral medulla (RVLM) region exerts pressor responses acute unilateral microinjection of aCSF, recombinant prorenin (0.3 nmols), or angiotensin II (ANG II, 0.3 nmols) targeting the RVLM were performed, as aforementioned. Once the BP was stable, 1-minute baseline recording was collected and subsequently 30 nL of either aCSF, recombinant prorenin, or ANG II were delivered, and BP was recorded during the subsequent 5 minutes. Changes in systolic BP in response to drug injection were calculated and the area under the curve was calculated using the trapezoidal method. After the treatments, 5 nL of fluorescent microspheres were delivered and the brains were sectioned to confirm the correct placement of the injector in the RVLM region histologically.

Neuronal cells culture: Neuronal cells from neonatal brainstem were cultured to evaluate responses to recombinant prorenin. Five to seven brainstems were collected in aseptic conditions from postnatal day 1-3. Under the hood, the meninges and white matter were removed. Tissues were chopped with a sterile blade and incubated in hibernate A medium containing 2 % papain and 5 mM L-cysteine for 30 minutes at 37° C. Then, the tissues were disrupted by pipetting up and down with a fire-polished glass Pasteur pipette. Approximately 4x10^5^ cells were plated in poly-D-lysine coated wells containing Neurobasal A plus medium containing 2 % B-27 Plus supplement, antibiotic/antimycotic, and Glutamax supplement. Half of the media was replaced with new media every third day. Experiments were conducted after day 4. To measure activation of ERK signaling cells were treated with recombinant prorenin (Anaspec cat # As-72174) for 0, 30, and 60 minutes. After incubation, cells were washed with ice-cold PBS and lysed with RIPA buffer (ThermoFisher Scientific, cat#89900) containing protease and phosphatase inhibitors with subsequent sonication. Samples were centrifuged and supernatants were stored for further analysis. Western blotting was performed as we described below. To determine the effect of prorenin on superoxide production in brainstem neurons cells were treated with either vehicle of recombinant prorenin for 6 hours. Cells were homogenized with an ice-cold lysis buffer containing 20 mM KH_2_PO_4_, 1 mM EGTA, and protease inhibitors. Then, cell homogenate was incubated in a pH 7.4 buffer containing 1 mM lucigenin, 50 mM KH_2_PO_4_, 1 mM EGTA, and 150 mM sucrose. Superoxide production in response to 1 mM NADPH was quantified using a luminometer (FLUOstart Omega Microplate reader, BMG Labtech, Cary, NY).

Telemetric recordings: BP, heart rate, and activity were measured in awake animals as previously shown.^2^ Briefly, mice were anesthetized with ketamine (90 mg/kg i.p.)/xylazine (5 mg/kg i.p.) and ^3^a radiotelemetry catheter (Data Science International, Model TA11PA-C10) was inserted in the left carotid artery and advanced into the transverse aorta. The catheter was secured with three sutures and the incision was sutured with 6-0 surgical silk. Analgesics (meloxicam) were given immediately after the surgery and again 24 hours later. After surgery, the animals were single housed. After 10 days of post-surgical recovery BP, heart rate, and activity were recorded for 10 seconds every 5 minutes for 24 hours. Data from each animal were averaged daily, hourly and during the light (5 AM to 7 PM) and dark phase (7 PM to 5 AM).

Power spectral analyses: Continuous high frequency (2,000 Hz) radiotelemetry 24-h recording at baseline, day 3 and 13 on DOCA-salt were obtained. Power spectral analysis for heart rate variability and blood pressure variability was performed as previously described.^3^ Briefly, beat-by-beat heart rate and blood pressure time series were derived from the blood pressure waveforms and converted to an equidistant sampling rate using cubic spline interpolation. The very low frequency (VLF, 0.02-0.20 Hz), low frequency (LF, 0.2-0.6 Hz) and high frequency (HF, 1.0-5.0 Hz) were derived from fast Fourier transform of the equidistant heart rate time series. The relative LF and HF were calculated as the relative value of each power component in proportion to the total power minus the VLF component. The LF/HF ratio of heart rate variability was used as an indication of sympathetic/parasympathetic balance to the heart. The LF power of the diastolic blood pressure was employed as a surrogate parameter of the sympathetic tone to the resistance arterioles.

Biochemical assays: Urine electrolytes were measured using a flame photometer (Jenway PFP7 or BWB XP) and blood electrolytes were determined using an i-STAT portable blood analyzer and CHEM8+ cartridges (Abbott Laboratories, IL).

In situ hybridization: Euthanasia was conducted using pentobarbital overdose. Animals were then transcardially perfused with ice-cold phosphate-buffered saline (PBS) containing 0.1% heparin and then fixed with 4% paraformaldehyde. The brains were cryoprotected with 30% sucrose for 3 days. The brains were placed into a cryomold containing Tissue-Tek optimal cutting temperature compound (O.C.T., Sakura) and snap frozen in dry ice and 4-methylbutane (Sigma Aldrich). The brain was cryosectioned coronally at 10-14 µm and stored at -80°C until use. Endogenous mRNA was detected using the *in situ* hybridization technique RNAscope® Assay (ACDBio, Newark, CA) using the manufacturer protocols. The following probes were used: PRR (Mm-atp6ap2, 429931, ACD Bio), NeuN (Mm-Rbfox3, 313318, ACDBio), Iba-1 (Mm-aif1, 319148, ACD Bio), GABA vesicular transporter (Mm-slc32a1, 319191, ACD Bio), Vglut (Mm-slc17a6, 319171, ACD BioPeptidylprolyl isomerase B (Ppib, Mm-Ppib – 313911, ACD Bio) and 4-hydroxy-tetrahydrodipicolinate reductase (dapB, 310043, ACD Bio) probes were used as positive and negative controls, respectively. RNAscope® assay protocol was followed for all other amplifications and development steps. Slides were counterstained in hematoxylin dye, Gill No. 1 (GHS132, Sigma Aldrich) and cover slipped with EcoMount (EM897L, Biocare Medical). Images were taken using a fluorescent microscope system (Keyence Model BZ-X800, Itasca, IL).

Assessment of aortic stiffness by non-invasive pulse-wave velocity (PWV): PWV was measured at baseline and day 13 post DOCA-salt using a Doppler ultrasound system (Mouse Doppler TM, Indus Instruments, Webster, TX) as previously described.^4^ Briefly, mice were anesthetized with 1.5-2.0 % isoflurane and prepared for non-invasive PWV measures. The thoracic and abdominal aortic regions were shaved using hair-removal cream (Nair, Church & Dwight, Ewing, NY). Then, animals were placed on a temperature/electrocardiogram (ECG) platform in a supine position and paws were taped to the ECG electrodes. One 20 Mhz Doppler probe was placed on the skin above the thoracic aorta region and another probe on the skin above the abdominal aorta. Transit times of pulse pressure waves were calculated and the distance between the abdominal and descending aorta was measured using a ruler. PWV is calculated by dividing the abdominal-to-descending aorta distance and the transit time.

Combined nuclear magnetic resonance (NMR) and bioimpedance spectroscopy (BIS): Body composition and intracellular/extracellular fluid distribution were assessed by a combined time-domain NMR-BIS method as previously shown.^5^ First, body composition (fat and lean tissues, and water content) was measured in a non-invasive way using a rodent-sized time-domain NMR system (Bruker, Model LF110, Billerica, MA). The system was previously calibrated using mixes of oil for fat tissue, lean chicken breast meat for lean tissue, and saline or water for free fluid. Fat-free mass was calculated as the total body mass minus fat mass and total body water was calculated as 73.2 % of fat-free mass. Immediately after, mice were subjected to BIS using an ImpediVET BIS1 system (ImpediMed, Carlsbad, CA). Briefly, animals were anesthetized with 1.5-2.0 % isoflurane, and electrodes were placed on the back of the head (located at an imaginary intersection from a line connecting the front of the ears with the midline of the animal), and on the lower back (located at another imaginary intersection where the muscle of the thighs of the animal meet the body midline). Additional electrodes are then placed 1-2 cm anterior to the head electrode and 1-2 cm posterior to the lower back electrode. The following settings were used to assess fluid compartmentalization: density = 1.05; proportion = 1; hydration = 0.732; males: RhoE = 998.9, RhoI = 1220.2/females: RhoE = 586.9, RhoI = 756.8. Linear correlations among fluid compartments and theoretical “lengths” between emitting and recording electrodes were employed to obtain corrected BIS-derived total body water, extracellular fluid, and intracellular fluid values.

Acute saline challenge experiments: Volume and saline challenge studies were conducted at baseline and day 21 as previously described.^6^ The animal received an intra-peritoneal injection of 0.9 % NaCl saline that is 10% of their body mass as volume/sodium challenge and immediately placed in a metabolic cage (Hatteras Instruments, MMC100, Cary, NC). Four-hour urine volume and sodium concentration were measured using a flame photometer (Jenway PFP7 or BWB XP). All urine samples were processed by a blinded operator.

Assessment of renal function: Transcutaneous glomerular filtration rate (tGFR) was measured in conscious mice using the transcutaneous measurement of the elimination kinetics of fluorescein isothiocyanate (FITC)-sinistrin as described by Schreiber et al.^7^ Briefly, animals were anesthetized with 1.5-2.0 % isoflurane to inject FITC-sinistrin retroorbitally. Then, an area of 2 cm x 2 cm was cleaned of hair by a hair clipper and Nair on the dorsal skin, and a transdermal fluorescent monitor (MediBeacon, Creve Coeur, M) was closely attached to the skin for continuous data collection. The half-life (t_1/2_) of FITC-sinistrin was determined in the following 120 minutes. The calculation of tGFR was performed by a blinded operator using the following equation:

$$GFR \left[ \mu L\cdot min\cdot100g body mass \right]=\frac{14616.8 [\frac{\mu L}{100g body weight}}{t_{1/2} \left( FITC-sinistrin \right)[min]}$$

Western blotting: Western blotting was performed to detect 1) PRR in brain punches, whole hypothalamus, brainstem, and cortex, 2) phosphorylated and total ERK, and 3) renal sodium transporters in the kidney homogenate. To detect PRR, 20 mg of frozen tissue were homogenized in radioimmunoprecipitation assay buffer (RIPA buffer) lysis buffer (Santa Cruz Biotechnology, Dallas, TX) containing proteinase and phosphatase inhibitors (Roche, Basel, Switzerland) on ice. Protein concentration was determined using the BCA method (Pierce Thermo Scientific, Rockford, IL). Thirty μg of protein were prepared in 4x Laemmli Sample Buffer (Bio-Rad Laboratories, Hercules, CA) and boiled for 10 minutes. Proteins were separated in a 4-12% gradient gel and then transferred to a polyvinylidene fluoride or polyvinylidene difluoride (PVDF) membrane. Membranes were stained with Ponceau red to confirm equal protein loading. Membranes were blocked with phosphate buffer containing 5% bovine serum albumin (BSA) and 0.1% polysorbate 20 (Tween-20) for 1 hour at room temperature. The membranes were incubated overnight at 4°C with anti-atp6ap2 (1:500, Sigma Aldrich, Cat #HPA003156) or anti-tdTomato (1:1,000, Abcam Cat #ab213511). Membranes were washed five times (five minutes each) and exposed to a horseradish peroxidase (HRP)-conjugated secondary antibody (Santa Cruz Biotechnology, Dallas, TX) for 1 hour at room temperature. Membranes were developed using ECL Western Blotting Substrate (ThermoFisher Scientific, Waltham, MA). Chemiluminescence was detected using a ChemiDoc Imaging Systems (BioRad Laboratories, Hercules, CA) and band densities were quantified using Image J software (version 1.51). Membranes were stripped with Restore™ Western Blot Stripping Buffer (ThermoFisher Scientific, Waltham, MA). All analyses and data acquisition were performed by a blinded operator. To detect phosphorylated and total ERK, a similar protocol was employed except the primary antibodies were anti-phospho-p44/42 (Thr202/Tyr204)(1:1,000, Cell Signaling Cat #4370) or anti-total ERK (1:1,000, Cell Signaling Cat #4695). A protocol described by Veiras et al.^8^ was used to detect sodium transporters in the renal cortex. Briefly, kidney cortex was homogenized in ice-cold buffers containing 5% sorbitol buffer, 0.5 mM disodium EDTA, and 5 mM histidine-imidazole buffer (pH=7.5), 0.2 mM phenylmethylsulfonyl fluoride, 9 μg/mL aprotinin, and 5 μl/mL of a phosphatase inhibitor cocktail (Sigma-Aldrich, P0044)]. Then, the homogenates were centrifuged at 2,000 x g for 10 min at 4° C and the supernatant was stored at -80°C. Then, the immunoblotting protocol described above with the following antibodies was performed: phosphorylated NCC (1:1,000; PhosphoSolutions Cat #p1311-53), total NCC (1: 200; StressMarq Cat #SPC-402), NKCC2 (1:1,000; StressMarq Cat #SPC-401), phosphorylated NHE3 (1:1,000; Santa Cruz Biotechnology Cat #sc-53962), total NHE3 (1:1,000; Santa Cruz), and alpha ENaC (1:2,500; StressMarq Cat#SPC-403). Membranes were developed and analyzed using the aforementioned method.

Bulk RNA sequencing: WT and PRR^RVLM-Null^ females were euthanized at 13 days on DOCA-salt HTN. Brains were immediately harvested and frozen in 2-methyl butane on dry ice and stored in -80° C. A separate cohort of animals without DOCA-salt treatment were euthanized after 3 weeks post RVLM-targeted microinjections of either AAV GFP or AAV CRE GFP. Palkovits technique was used to obtain RVLM tissue samples as previously described.^9^ Briefly, the brains were embedded in Tissue-Tek O.C.T compound (Sakura) in a cryostat and 250 μm sections were collected between AP: -7.2 to -6.5 mm coordinates caudal from bregma. Bilateral brain punches of the RVLM region were collected using a 1-mm needle (Stoelting) and maintained frozen until processing. Total RNA was extracted using TRIzol (Thermo Fisher Scientific). Total RNA was quantified using spectrophotometry (NanoDrop, Thermo Fisher Scientific) and confirmed using fluorometric methods (Qubit, Invitrogen). Samples were then submitted to Genomic Sciences & Precision Medicine Center at MCW for library preparation and RNA sequencing analysis. A total of 26 samples were submitted (WT baseline=6, PRR^RVLM-Null^ baseline=8, WT+DOCA-salt=6, PRR^RVLM-Null^+DOCA-salt=6). Samples were subjected to quality control using a fragment analyzer. Library preparation was conducted using Low input SMART-seq stranded kit (Takara). Libraries were quantified using Kapa quantification kit with MiSeq 50 cycle run (Kapa Biosystems). A total of 15 samples passed all quality controls: WT (baseline: 4, DOCA-salt: 3) and PRR^RVLM-Null^ (baseline: 4, DOCA-salt: 4). Paired-end sequencing was conducted with NovaSeq at 2 x 100 bp reads targeting 40-50 million reads per sample. Alignment to the mouse reference (Gencode vM23) was performed using the STAR aligner and MAPR-Seq workflow version 3.0. Quality control were performed using FastQC and RSeQC packages. 

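The low-count filter of more than 1 CPM in at least 1 library, computed over all counts, kept 14852 of 21926 protein-coding genes. Computed over protein-coding counts alone, a choice added after the data were seen, it gave 323 genes called in WT mice with DOCA-salt and 262 in PRR RVLM-Null mice. Under this filter a gene can pass on the level of 1 library. *Ttr*, which encodes transthyretin of the choroid plexus, rose by 8.09 in PRR RVLM-Null mice with DOCA-salt (adjusted p = 0.0192, edgeR with Benjamini-Hochberg adjustment), on 59.0 CPM in PRR RVLM-Null replicate 2 against 0.041 and 0.282 CPM in the other 2. The call was lost without PRR RVLM-Null baseline replicates 3 or 4 (adjusted p = 0.0582 and 0.0594). Without any filter 21 genes were called between PRR RVLM-Null and WT mice on DOCA-salt.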

Differential expression analyses were performed using the following threshold limits: CPM>1 in at least 1 samples, FDR (adjusted p-value) <=0.05, FC=2, and protein coding gene biotype. EdgeR was used to analyze DE between groups using the GLM approach. Data were visualized with volcano plot, heatmap, and PCA plots. Ingenuity pathway analysis “IPA” was employed to identify the most significant canonical pathways and upstream regulators. Data were deposited (NCBI Gene Expression Omnibus accession series 235234).

**Supplemental figure legends:**

**Supplemental Fig 1:** Signaling responses to recombinant prorenin in brainstem neuronal cell cultures. A) Cells were treated with recombinant prorenin (0.1 μM) for 0, 30, and 60 minutes. Cell lysates were used for western blot analysis of phospho-p44/42 (pERK) and total ERK. pERK to total ERK ratio was calculated. Data were analyzed using one-way ANOVA followed by Tukey *post hoc* test. * p<0.005 vs t = 0 min, ** p< 0.001 vs t = 0 min. # p<0.005 vs t = 30 min. B) Cells were treated with either vehicle (control) or recombinant prorenin (1 μM) for 6 hours. Superoxide production was quantified using a luminometer in response to 1 mM NADPH. Data were analyzed by two-tail *t*-test. Data are expressed as mean ± SEM.

**Supplemental Fig 2:** Mean BP and activity evaluation upon PRR deletion in RVLM in females. A) Average hourly BP and activity at baseline. Shaded boxes depict dark cycle. B) Average daily BP and activity during DOCA-salt. C) Average daily BP and activity at baseline, and day 3 and day 13 during DOCA-salt. Data are expressed as mean ± SEM and were analyzed using repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. *p<0.05 vs WT.

**Supplemental Fig. 3:** Pulse pressure and pulse wave velocity in WT and PRR^RVLM-Null^ females. A) Average daily pulse pressure (calculated by subtracting diastolic BP from systolic BP) at baseline and during DOCA-salt. B) Average pulse wave velocity at baseline and at day 13 on DOCA-salt. Data are expressed as mean ± SEM and were analyzed using repeated measures 2-way ANOVA followed by Sidak’s multiple comparison *post-hoc* test. ^¥^p<0.05 vs WT baseline and *p<0.05 vs PRR^RVLM-Null^ baseline.

**Supplemental Fig. 4:** A) Kidney, B) heart and C) spleen mass was measured for WT and PRR^RVLM-Null^ females. The relative organ mass was calculated as the organ weight divided by the body mass. Data are expressed as mean ± SEM.

**Supplemental Fig. 5:** Tubular sodium transporter evaluation. Complete blots from western blots assaying p-NCC, total NCC, NKCC2, p-NHE3, total NHE3 and αENAC. Ponceau red staining was used as a protein loading control.

**Supplemental Fig. 6:** Sodium balance in WT and PRR^RVLM-Null^ females. Mice were placed in metabolic cages for 24-hours sodium balance evaluation at baseline and at three different stages of DOCA-salt. Daily food intake, caloric intake, and feces weight are shown. The area under the curve (AUC) was calculated using the trapezoid method. Data are expressed as mean ± SEM.

**Supplemental Fig. 7:** Bulk RNA sequencing analysis in RVLM punches (n=3-4) from WT and PRR^RVLM-Null^ females. A) PCA analysis. B) Volcano plot. C) Heat map. D) Ingenuity pathway analysis: Top canonical pathways. E) Ingenuity pathway analysis: Top upstream regulators.

**References**

1. Zanaty M, Seara FAC, Nakagawa P, et al. β-Arrestin-Biased Agonist Targeting the Brain AT(1)R (Angiotensin II Type 1 Receptor) Increases Aversion to Saline and Lowers Blood Pressure in Deoxycorticosterone Acetate-Salt Hypertension. *Hypertension*. Feb 2021;77(2):420-431. doi:10.1161/hypertensionaha.120.15793

2. Nakagawa P, Gomez J, Lu KT, Grobe JL, Sigmund CD. Studies of salt and stress sensitivity on arterial pressure in renin-b deficient mice. *PLoS One*. 2021;16(7):e0250807. doi:10.1371/journal.pone.0250807

3. Shinohara K, Nakagawa P, Gomez J, et al. Selective Deletion of Renin-b in the Brain Alters Drinking and Metabolism. *Hypertension*. Nov 2017;70(5):990-997. doi:10.1161/hypertensionaha.117.09923

4. Fang S, Wu J, Reho JJ, et al. RhoBTB1 reverses established arterial stiffness in angiotensin II-induced hypertension by promoting actin depolymerization. *JCI Insight*. May 9 2022;7(9)doi:10.1172/jci.insight.158043

5. Segar JL, Balapattabi K, Reho JJ, Grobe CC, Burnett CML, Grobe JL. Quantification of body fluid compartmentalization by combined time-domain nuclear magnetic resonance and bioimpedance spectroscopy. *Am J Physiol Regul Integr Comp Physiol*. Jan 1 2021;320(1):R44-r54. doi:10.1152/ajpregu.00227.2020

6. Zhang J, Rudemiller NP, Patel MB, et al. Interleukin-1 Receptor Activation Potentiates Salt Reabsorption in Angiotensin II-Induced Hypertension via the NKCC2 Co-transporter in the Nephron. *Cell Metab*. Feb 9 2016;23(2):360-8. doi:10.1016/j.cmet.2015.11.013

7. Schreiber A, Shulhevich Y, Geraci S, et al. Transcutaneous measurement of renal function in conscious mice. *Am J Physiol Renal Physiol*. Sep 2012;303(5):F783-8. doi:10.1152/ajprenal.00279.2012

8. Veiras LC, McFarlin BE, Ralph DL, et al. Electrolyte and transporter responses to angiotensin II induced hypertension in female and male rats and mice. *Acta Physiol (Oxf)*. May 2020;229(1):e13448. doi:10.1111/apha.13448

9. Claflin KE, Sandgren JA, Lambertz AM, et al. Angiotensin AT1A receptors on leptin receptor-expressing cells control resting metabolism. *J Clin Invest*. Apr 3 2017;127(4):1414-1424. doi:10.1172/jci88641

# Supplementary material for: Genetic Ablation of Prorenin Receptor in the Rostral Ventrolateral Medulla Influences Blood Pressure and Hydromineral Balance in Deoxycorticosterone-Salt Hypertension
**Source:** Function (Oxf). 2023 Aug 7;4(5):zqad043. doi: 10.1093/function/zqad043
**Supplement:** zqad043_Supplemental_Files

A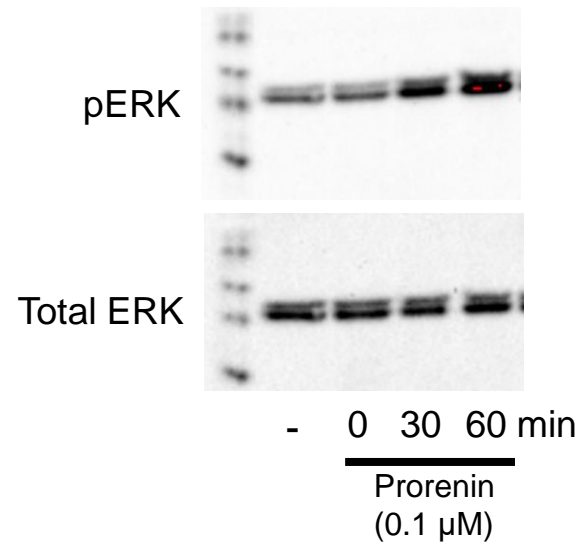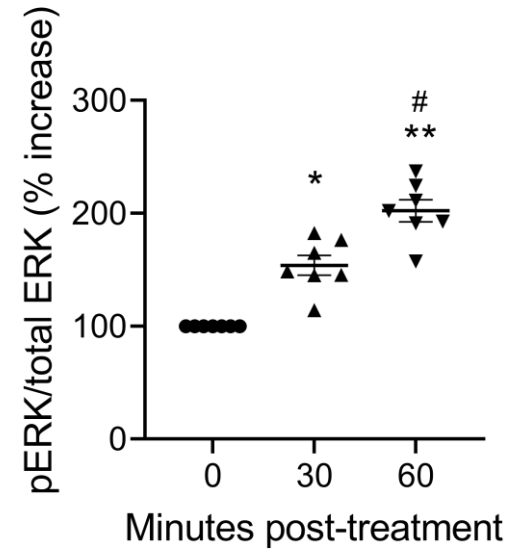**B**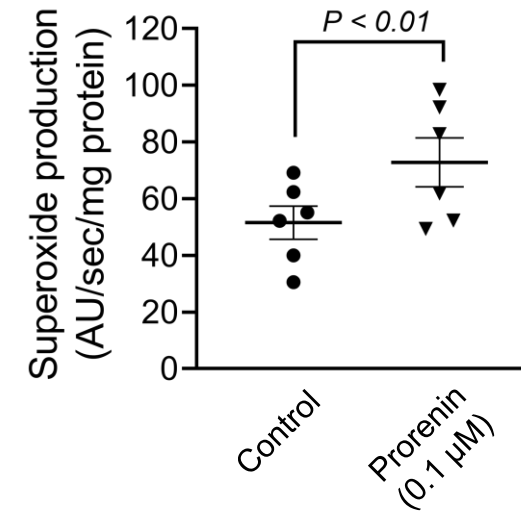**Fig. S1**

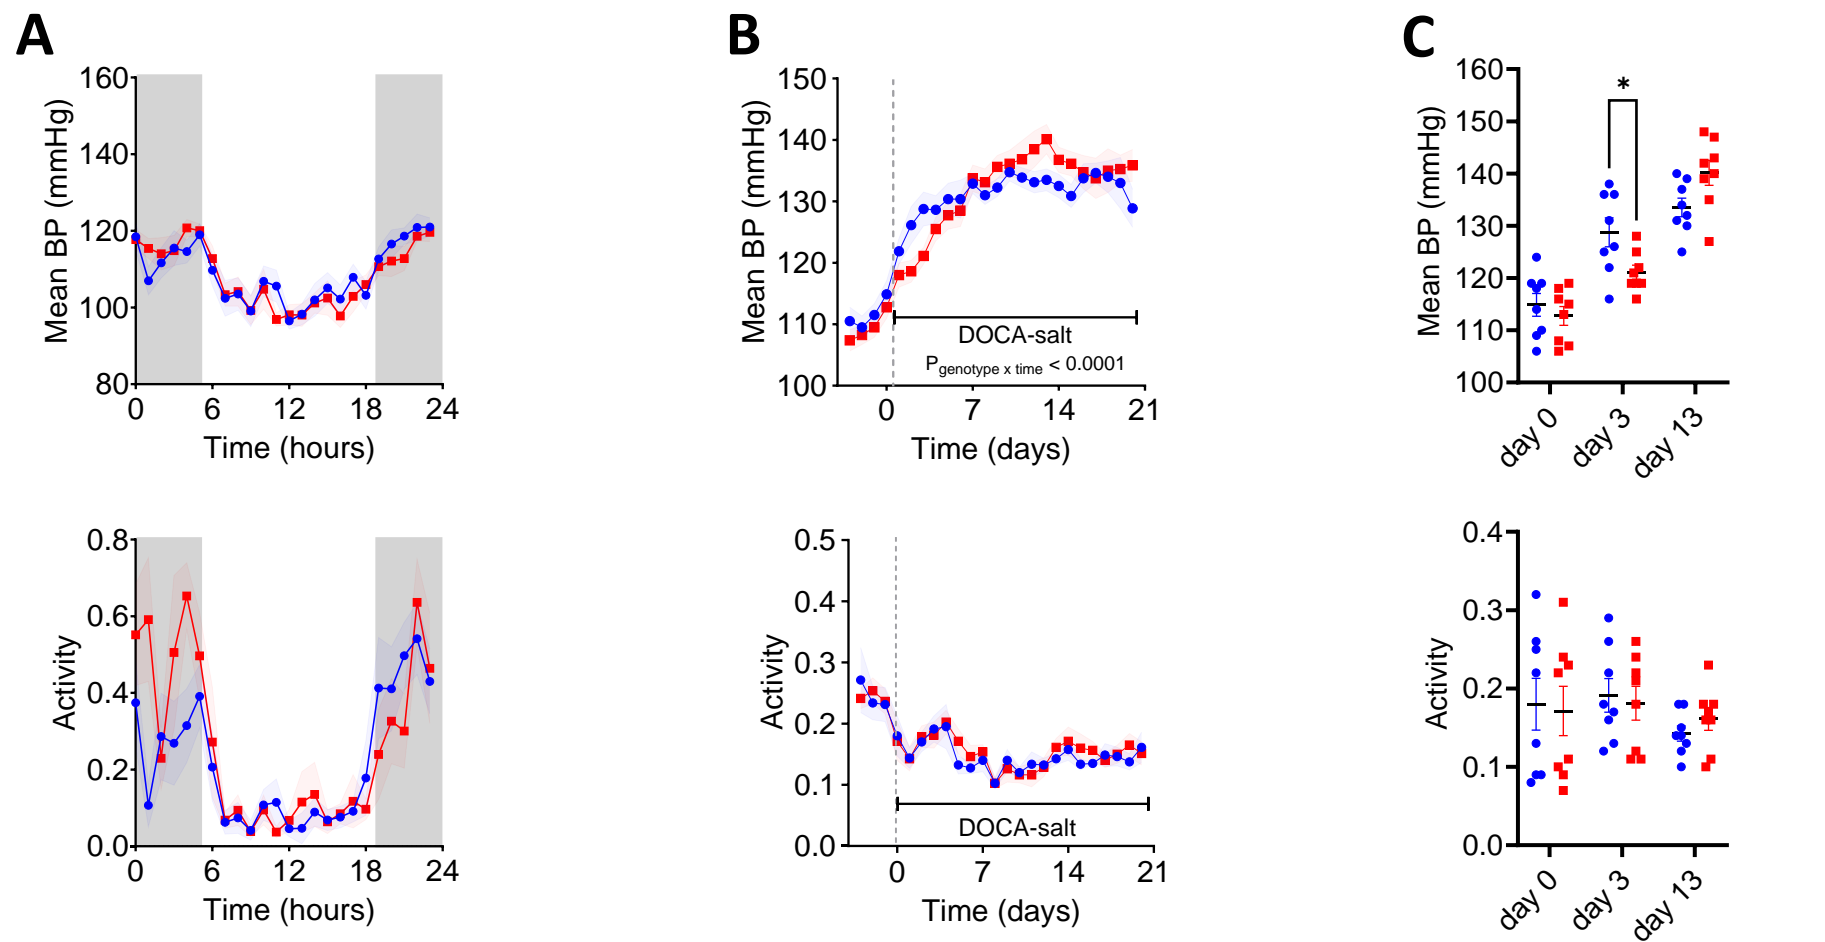

Fig S2

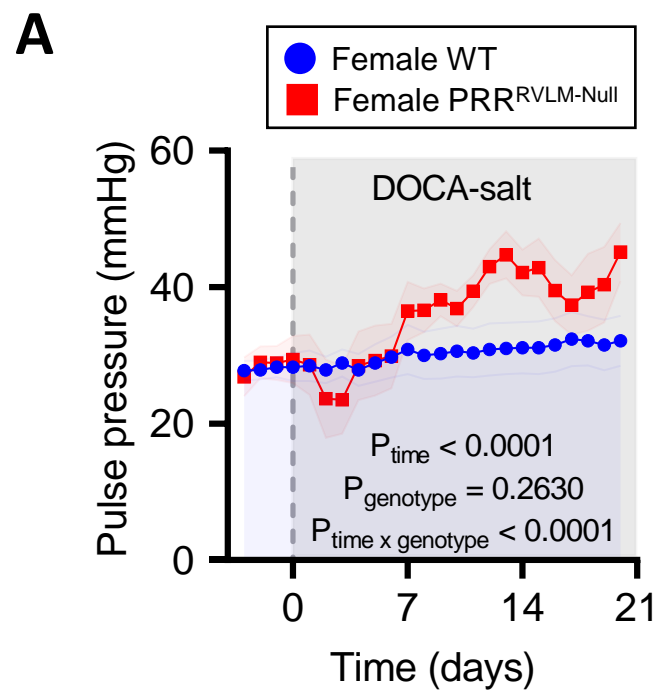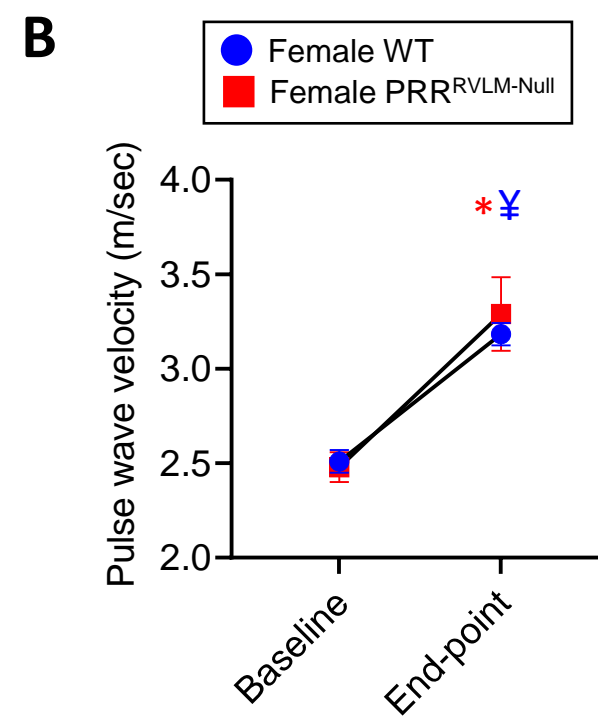

Fig. S3

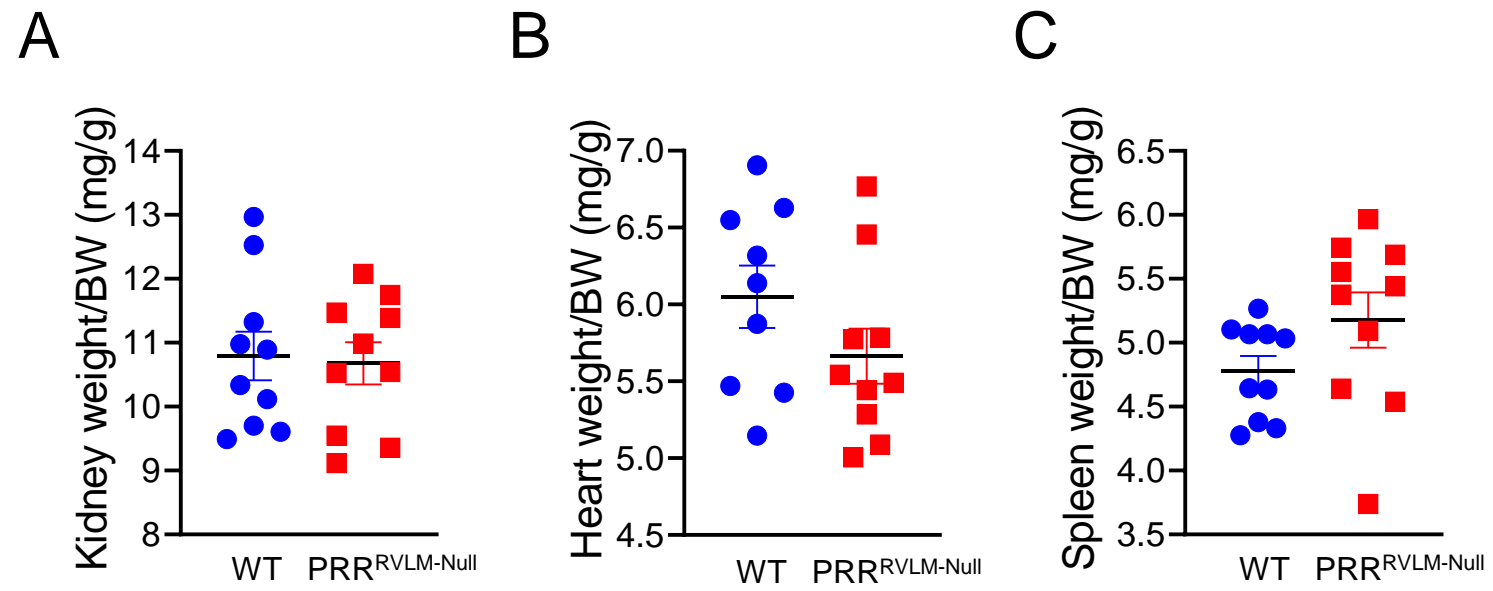

Fig. S4

Phospho-NCC

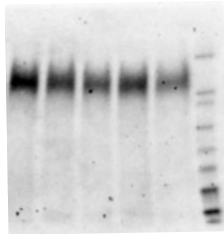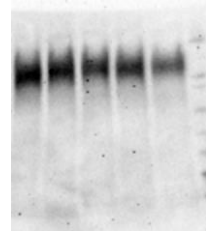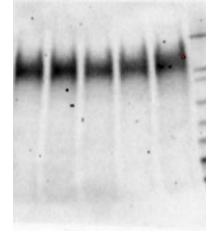

Phospho-NHE3

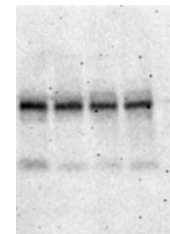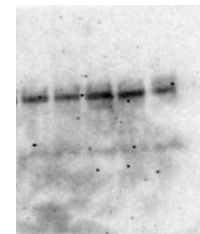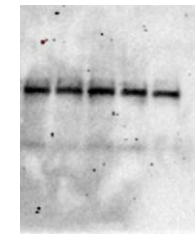

Total NCC

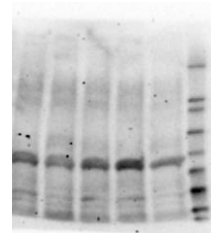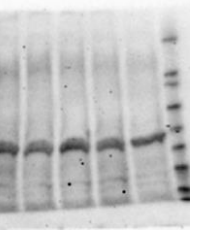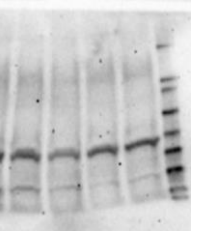

Total NHE3

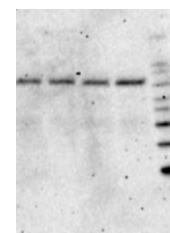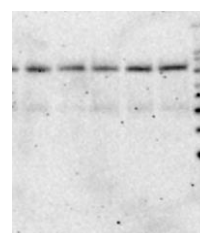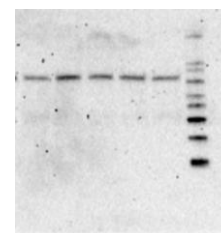

NKCC2

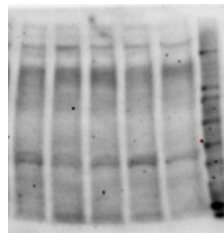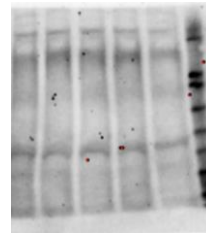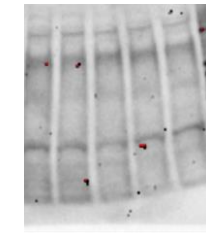

α ENaC

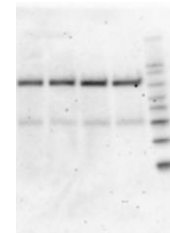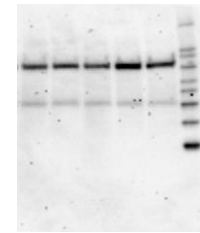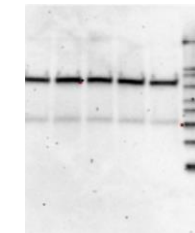

Loading controls (Ponceau red)

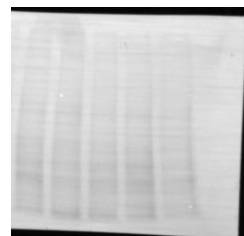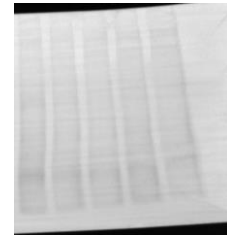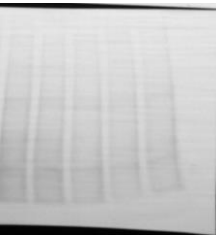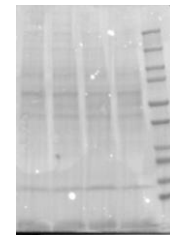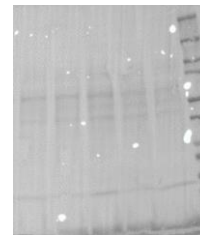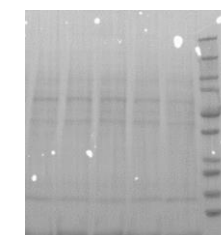

Fig. S5

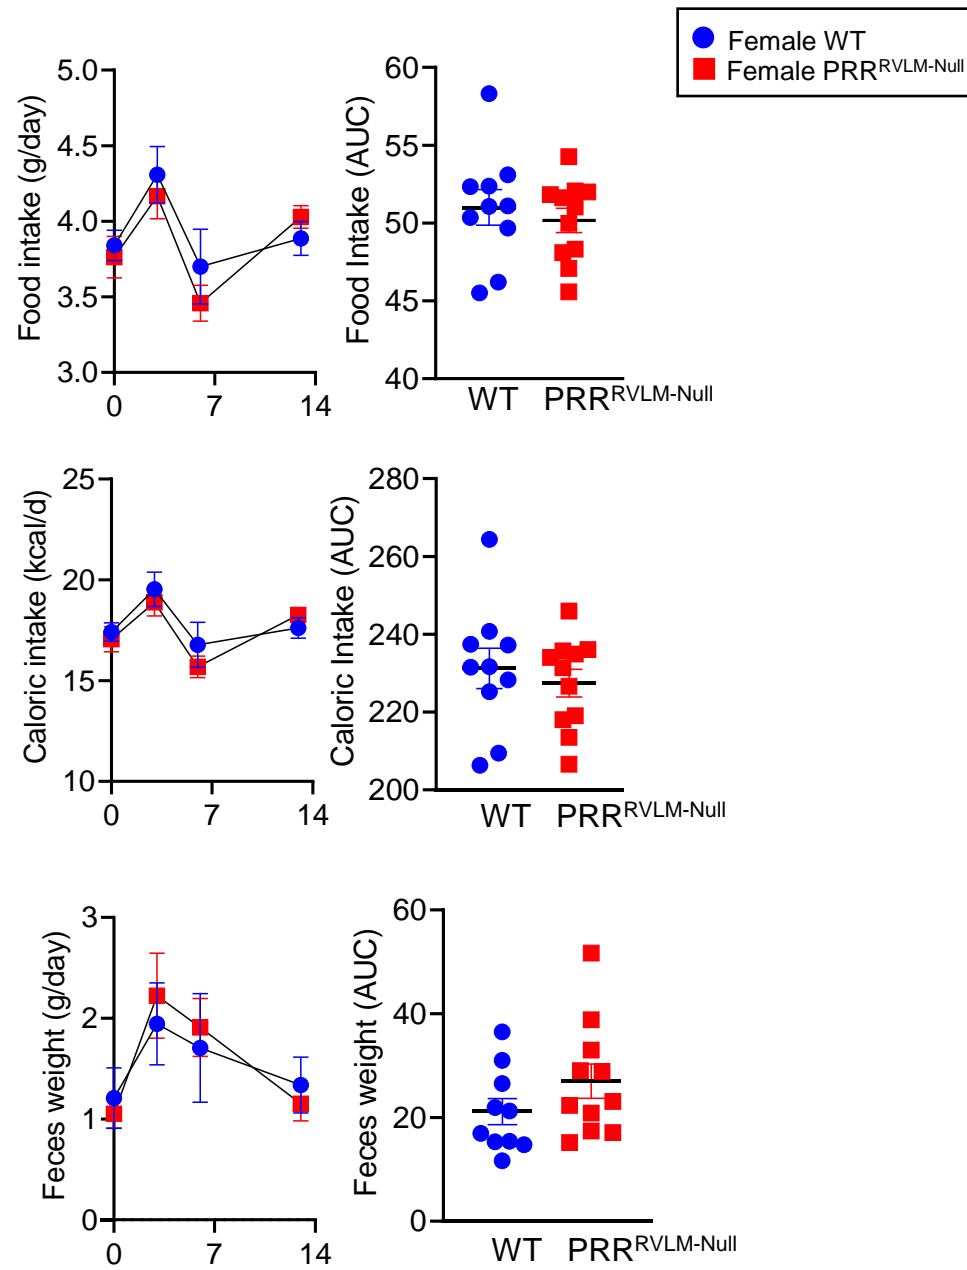

Fig. S6

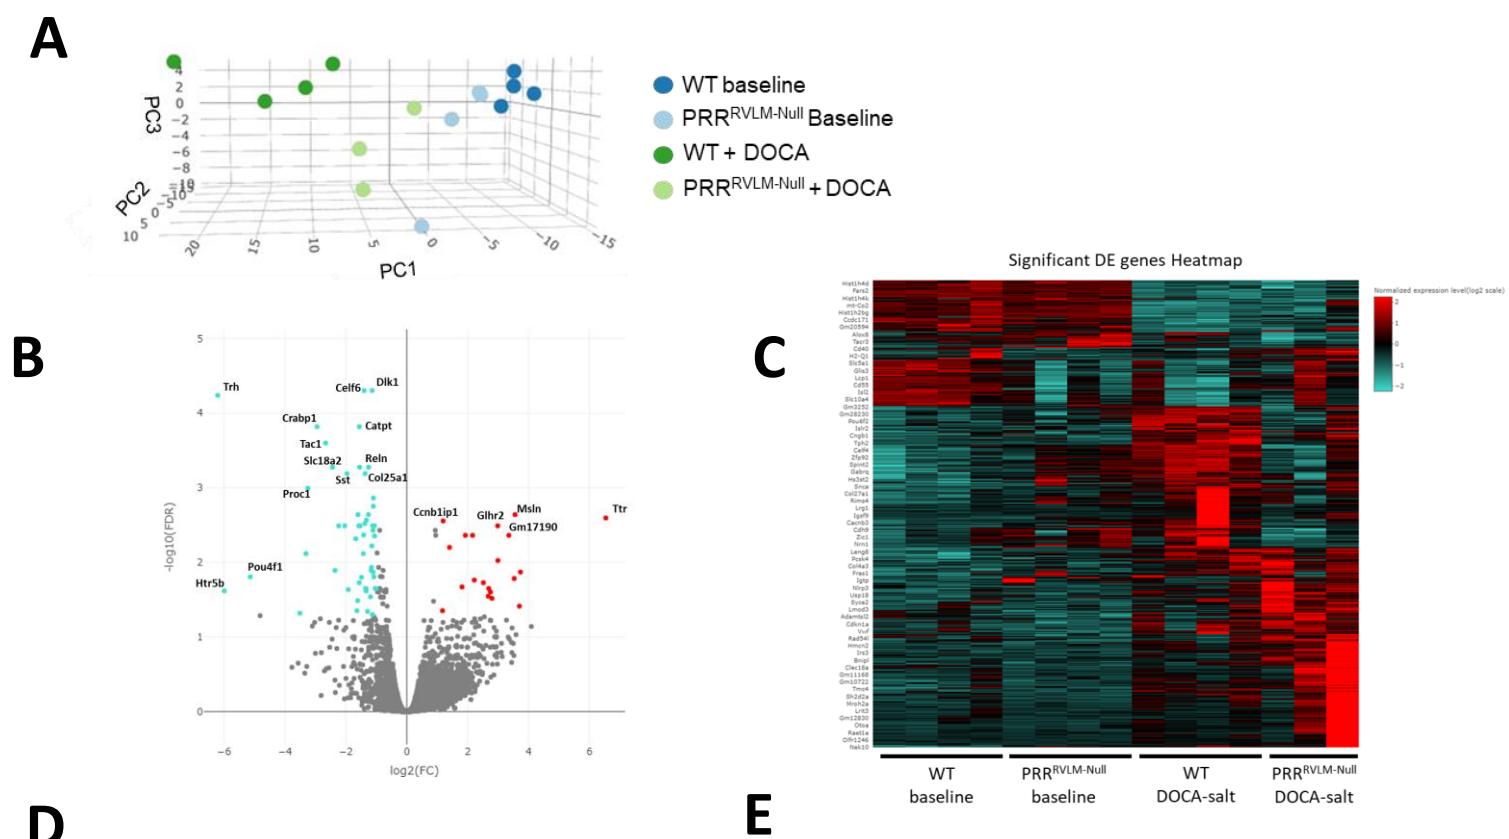

Fig. S7

How the deposited data were processed for this re-analysis (not part of the article)

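RNA was measured by bulk sequencing of bilateral punches of the RVLM of mice carrying floxed PRR alleles given a control virus (WT) or a virus with Cre (PRR RVLM-Null). Punches were taken at baseline, 3 weeks after the virus, or after 13 days of DOCA-salt (a DOCA pellet of 50 mg with 0.15 M NaCl to drink). The authors made libraries with a stranded low-input SMART-seq kit, sequenced them on a NovaSeq, aligned the reads to Gencode vM23 with STAR within MAPR-Seq, and tested genes with edgeR. The program that counted reads per gene is not named in the text.

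As deposited by the authors, 1 table gives raw read counts per gene as whole numbers, without normalization, for 55421 genes in 15 libraries, with 0 columns left unmapped. Per the file headers, the tables of differential expression hold the authors' log2 fold change between 2 groups. They also hold the authors' FDR, the adjusted p of their edgeR test, in which a gene has the same value for every comparison. The RPKM values in 2 of the deposited tables are counts that the authors divided by gene length and library size. All 3 were used for comparison alone or not at all. Biotypes came from the deposited count table. Coordinates and the spans of short noncoding genes came from Gencode vM21 on GRCm38, which held 99.9% of the genes tested. In the count table, 117 genes repeated the symbol of another gene. The pathway program of the paper was not run, since its gene lists are not in the files.

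Samples were grouped by their labels. Group sizes were 4 WT and 4 PRR RVLM-Null libraries at baseline and 4 and 3 on DOCA-salt. Replicate numbers were checked and did not pair libraries across groups: 9 of 21 pairs with the same number had a correlation above 0.1, with a mean of 0.0104, against -0.0029 for different numbers. No library was a copy of another (lowest chi-square per degree of freedom between replicates 5.59). The level of *Atp6ap2* in 1 library goes against its label, and that library is called the library labelled PRR RVLM-Null DOCA-salt replicate 3 in the text.

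Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Protein-coding genes with more than 1 CPM in at least 1 library were kept (14852 of 21926), scaled by TMM factors, and fitted by quasi-likelihood with 1 term per group over all 15 libraries. Comparisons were WT mice on DOCA-salt against WT at baseline, PRR RVLM-Null against WT on DOCA-salt, PRR RVLM-Null against WT at baseline, PRR RVLM-Null on DOCA-salt against PRR RVLM-Null at baseline, and the difference between the DOCA-salt responses. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 over all genes tested and at least a 2-fold difference, the limits of the paper. Members of a list, and single genes said to rise, fall or pass, were counted at the adjusted p alone. Single genes also had an exact two-sided permutation test. Levels are CPM over the tested counts with TMM factors, and the common biological coefficient of variation was 0.192.

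Lists of genes (42 with a tested member) were written before the data were examined but after the paper was read. Members that the paper names had therefore been seen. The lists were tested with limma 3.58.1 by camera at a preset correlation of 0.01, by camera with an estimated correlation, and by fry. Adjustment was over the lists of 1 comparison. Within a list, members were also adjusted over the list alone. The ribosomal protein list follows its naming pattern to the letter and so also holds the kinase genes *Rps6kc1* and *Rps6kb2*.

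Genes are named by a rule set before the data were examined. They are every gene that the text on sequencing, Fig. 9 or Fig. S7B names, the 5 genes with the largest fold in each direction among those called with a mean of at least 1 CPM in the higher group and separate groups, and up to 4 members of each described list with the smallest p, with the member a sentence is about. Results for 2 of the genes under this rule are not reported here.

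Alternatives set before the data were examined were DESeq2 1.42.0, the edgeR likelihood ratio test, limma voom with quality weights, other scaling, other filters, all biotypes, only the groups compared, the replicate number as a block, the adjusted p alone, and leaving out each library in turn. Those added after the data were examined were 1 test over all 4 groups, the sex pattern as a term, alone or without the library labelled PRR RVLM-Null DOCA-salt replicate 3, leaving out 2 or 3 doubted libraries, and the filter over protein-coding totals alone or with another test.

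Depth ran from 19053970 to 30504796 counts per library, with 26668 to 42650 genes detected. Recovery was tested on simulated counts drawn from the mean, spread and depth of the real data. Changes were planted in genes with a mean over 1 CPM, and recovery was counted at the adjusted p alone. The simulated genes varied independently and no library stood apart, so recovery in the real data may be lower. For the 5 comparisons in the order above, 2-fold changes were recovered for 73%, 74%, 69%, 80% and 53% of genes and 4-fold changes for 95%, 97%, 95%, 97% and 88%.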

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

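The tests of library preparation, of olive tissue, of an effect in every animal, of sex, of a mislabelled sample and of a swap were chosen after the results were seen, and the tests of serotonergic neurons, dividing cells and chance were set before.

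Genes of neighboring cell groups varied with DOCA-salt: serotonergic genes, with *Tph2* at 105 CPM in WT mice on DOCA-salt, and inferior olive genes in 1 library. With DOCA-salt in WT mice, *Fev*, *Gata2*, *Gata3*, *Lmx1b*, *Slc22a3* and *Slc17a8*, taken as markers, changed by a median of 1.51. The median was 3.42 for *Tph2*, *Slc6a4*, *Slc18a2*, *Ddc*, *Gch1* and *Maob*, taken as genes of serotonin synthesis, transport and breakdown. Between PRR RVLM-Null and WT mice on DOCA-salt the medians were -0.88 for the markers and -1.79 for the other set. The sets are not cleanly apart, since *Slc22a3* also encodes a transporter. A different share of raphe neurons in the punches and a different expression per neuron therefore cannot be told apart. Of the 13 serotonergic genes, 10 were above 1 CPM in WT mice at baseline, 3 are also catecholamine genes and 4 were picked by the paper. For the olive, 4 of the 5 markers other than *Pou4f1* and *Htr5b* were highest in WT DOCA-salt replicate 3, *Foxp2* at 83.0 against 10.2 CPM in the next library and, by smaller margins, *Calb1* at 158 against 98.0, *Cacna1g* at 135 against 100 and *Gjd2* at 23.4 against 19.6 CPM, with *Etv1* as the exception, so olive tissue in that punch is a candidate explanation for *Pou4f1* and *Htr5b*. An effect of ablation on every animal also remains open, since without that library *Pou4f1* still differed by -1.80, with ranges that overlapped through 1 WT library near the floor, and whether olive tissue also moved the other genes was not tested.

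Histone genes and mitochondrial RNA were lower in all DOCA-salt libraries of WT mice than in all baseline libraries, with *Ccnb1ip1*, which encodes a ubiquitin ligase of cell division, lower by 3.95 on the log2 scale. Library preparation that differed between cohorts may lie behind this, since histone mRNA and short noncoding RNA, which lack a poly(A) tail, were both lower. Genes called lower held a short noncoding gene wholly within their span, on the same strand, in 14 of 105 cases (13.3%). Among the other tested genes it was 1295 of 14731 (8.79%), an odds ratio of 1.60 (95% interval 0.837 to 2.83, Fisher's exact p = 0.117). This does not decide it, also since short genes that overlap a gene only in part were not counted. Fewer dividing cells on DOCA-salt should lower cell cycle genes too, but the 10 tested had a median change of 0.039 and a mean of -0.076. Of the 10, 6 lay on the higher side and 1 passed as lower. This argues against fewer dividing cells as the reason for the histone genes. It does not exclude them, since only 7 of the 10 were above 1 CPM in WT mice at baseline. A biological effect of DOCA-salt on these RNAs remains open.

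The comparison of PRR RVLM-Null with WT mice on DOCA-salt changed with 1 library, from 1 gene called to 75 without the library labelled PRR RVLM-Null DOCA-salt replicate 3, whose *Atp6ap2* level of 145 CPM lay in the WT range. A mislabelled sample might explain this, and of 25 other genes the paper names, 68% lay outside the range of 4 WT libraries in it, against 36% to 64% for each WT library and the other 3. This test was chosen after these values were seen and its margin was set 3 times, so it cannot tell and no weight is put on it. For a swap with a WT library, the lowest WT level of *Atp6ap2* was 134 CPM against 90.2 CPM in the higher of the other PRR RVLM-Null libraries. No WT library thus showed the loss, but this does not exclude a swap, since a library with Cre need not show it. At baseline the PRR RVLM-Null libraries, at 106 to 126 CPM, overlapped those of WT mice, at 114 to 139 CPM. Without that library both PRR RVLM-Null libraries and 1 of 4 WT libraries have the male pattern, but sex, as an effect shared by all groups, is excluded as the main reason, since with the sex term the median change of the 75 genes went from 1.44 (median SE 0.26) to 1.60 (0.29), 1.11 times as large, with 68 still called, and was 1.04 times as large for 697 genes with all libraries, while weaker recombination in that animal remains open.

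Of 15 libraries, 6 showed a male pattern of sex-linked genes, while the paper describes the sequenced animals as female. In 18 of 117 groups of values 1 library stood apart from the others. The limit used gives about 1 in 20 for independent, normally distributed values. Levels in CPM are skewed, some were low, and the genes move together, so no excess over chance is read from this count. In WT mice at baseline the values that stood apart were *Ccnb1ip1* at 10480 CPM in replicate 4, *Cyba* at 5.77 CPM in replicate 3, *Tac1* at 15.1, *Sst* at 71.0 and *Cbln4* at 8.75 CPM in replicate 4, *Npffr2* at 1.14 CPM in replicate 2 and *Tfap2b* at 2.52 CPM in replicate 1. In PRR RVLM-Null mice at baseline they were *Trh* at 2.94, *Ddc* at 9.65, *Slc18a2* at 11.5, *Reln* at 70.2 and *Hs3st2* at 12.8 CPM in replicate 2, and *Gm20594* at 4.13 and *Glp1r* at 27.0 CPM in replicate 4. In WT mice on DOCA-salt they were *Htr5b* at 55.3, *Ano2* at 44.2, *Pou4f1* at 112 and *Gm21738* at 7.79 CPM, all in replicate 3. PRR RVLM-Null mice on DOCA-salt, the group with 3 libraries, were left out of this check.

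The response to DOCA-salt differed between the genotypes in 49 genes by edgeR with Benjamini-Hochberg adjustment, 1 of them higher and 48 lower in PRR RVLM-Null mice. Those named here, of which *Dlk1*, *Reln* and *Celf6* are also in Fig. S7B, were *Dlk1* by -1.92, *Reln* by -1.87 (adjusted p = 0.0196 each), *Nexn* by 1.00 (adjusted p = 0.0367), *Tfap2b* by -2.97 (adjusted p = 0.0355), *Cbln1* by -2.52 and *Glp1r* by -2.51 (adjusted p = 0.0358 each), *Hs3st2* by -2.16 (adjusted p = 0.0333), *Cbln4* by -2.13 (adjusted p = 0.0386) and *Htr1a* by -1.89 (adjusted p = 0.0302). *Celf6* differed likewise, by -1.80. All of these calls were lost when any 1 of 7 libraries was left out, each of which left 0 genes called, at adjusted p up to 0.0965 for *Cbln4* and from 0.0507 for *Dlk1*. For the genes that follow, part of the difference lay at baseline, where no gene was called. Baseline means in PRR RVLM-Null against WT mice were 7.70 against 3.04 CPM for *Hs3st2*, 15.0 against 6.95 for *Glp1r* and 11.7 against 5.81 for *Cbln4*. They were 10.2 against 5.33 for *Tfap2b*, 9.03 against 4.98 for *Cbln1*, 61.2 against 35.1 for *Dlk1* and 93.5 against 60.3 for *Reln*. *Celf6* stood at 14.1 against 10.6 and *Nexn* at 27.7 against 38.4 CPM.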

How the results depend on the processing

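The test over all 4 groups, the sex term, the doubted libraries and the protein-coding filter were chosen after the data were examined, and the other tests before; the cause of a difference between settings was not tested. Genes called with DOCA-salt in WT mice (323) were 555 with voom, 703 with all biotypes, 1723 with the adjusted p alone, 511 with 1 test over all 4 groups, 605 with that and the protein-coding filter, and 195 to 444 without 1 library (204 without WT baseline replicate 1). Between PRR RVLM-Null and WT mice on DOCA-salt (1) they were 71 with DESeq2, 77 with the likelihood ratio test, 0 with voom, 3 with library size only, 21 with no filter, 0 with only the groups compared, 2 with the replicate block, 3 with the adjusted p alone, 373 and 474 with 1 test over all 4 groups without and with the protein-coding filter, 0 with the sex term, 227 with it and without the library labelled PRR RVLM-Null DOCA-salt replicate 3, 87 with that filter and the likelihood ratio test, 209 without 3 doubted libraries (which leaves 1 PRR RVLM-Null library), and 0 to 75 without 1 library (75 without the library labelled PRR RVLM-Null DOCA-salt replicate 3, 21 without WT replicate 4). At baseline (0) they were 184 and 261 with 1 test over all 4 groups without and with the filter, 3 with the filter and the likelihood ratio test, and 0 without any 1 library. With DOCA-salt in PRR RVLM-Null mice (236) they were 363 with DESeq2, 419 with the likelihood ratio test, 120 with voom, 588 with all biotypes, 44 with only the groups compared, 959 with the adjusted p alone, 504 and 626 with 1 test over all 4 groups, 527 with the filter and the likelihood ratio test, 415 with the sex term and without the library labelled PRR RVLM-Null DOCA-salt replicate 3, 574 without 3 doubted libraries, and 70 to 337 without 1 library (70, 106 and 150 without PRR RVLM-Null baseline replicates 4, 3 and 1, 337 without the library labelled PRR RVLM-Null DOCA-salt replicate 3). For the difference between responses (49) they were 273 with DESeq2, 270 with the likelihood ratio test, 147 with library size only, 129 with no filter, 76 with the adjusted p alone, 601 and 696 with 1 test over all 4 groups, 287 with the filter and the likelihood ratio test, 406 with the sex term and without the library labelled PRR RVLM-Null DOCA-salt replicate 3, 162 and 0 without 3 and 2 doubted libraries, and 0 to 207 without 1 library (207 without the library labelled PRR RVLM-Null DOCA-salt replicate 3; 0 without WT baseline replicates 1 or 3, PRR RVLM-Null baseline replicates 3 or 4, WT DOCA-salt replicate 3, or PRR RVLM-Null DOCA-salt replicates 1 or 2). With the replicate block the counts were 300, 2, 0, 182 and 55, *Atp6ap2* was -0.40, 41 lists were called and r was 0.354. *Atp6ap2* in PRR RVLM-Null against WT mice on DOCA-salt ran from -0.67 to -0.28 without 1 library, and was -0.62 without 3 doubted libraries and -0.80 with the sex term and without the library labelled PRR RVLM-Null DOCA-salt replicate 3. For lists, 40 calls were made over the 4 comparisons of groups, the difference between responses left out, against 2 with an estimated correlation and 13 with fry (1 of them not among the 40), and the others gave 33 to 48. The correlation across genes of the DOCA-salt responses of the genotypes (0.345) ran from 0.178 (without the library labelled PRR RVLM-Null DOCA-salt replicate 3) to 0.415 without 1 library, and was 0.112 with the sex term and without the library labelled PRR RVLM-Null DOCA-salt replicate 3 and 0.250 over genes with a mean CPM over 1. Of the single-gene results, 2642 were the same, 117 stronger and 160 weaker over the alternatives set before, and 859, 234 and 27 over those added, with 1 reversed: *Ccnb1ip1* at baseline, from -0.0026 to 0.0063 with 1 test over all 4 groups and the protein-coding filter.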

Differences from the paper's values

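The tests over all 4 groups, with the protein-coding filter and with the sex term were chosen after the results were seen, and the others were set before.

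The paper states 434 genes higher and 128 lower with DOCA-salt in WT mice, and 218 and 105 were called here with edgeR. The likelihood ratio test (304 higher), limma voom (318) and library size only (308) came within 1.5 times of 434, and no other alternative set before did. Between PRR RVLM-Null and WT mice on DOCA-salt the paper states 258 higher and 147 lower, against 0 and 1 here, and no alternative set before came near (at most 26 higher, with the likelihood ratio test, and 68 lower, without the library labelled PRR RVLM-Null DOCA-salt replicate 3). With the sex term and without the library labelled PRR RVLM-Null DOCA-salt replicate 3, chosen after the values were seen and dropping 298 of the 405 genes the paper calls, 202 were lower, within 1.5 times of 147, and 25 higher.

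In the deposited tables, 544 of 544 genes found in more than 1 table carry the same adjusted p in each, which points to 1 test over all 4 groups rather than 1 per comparison. Such a test, added after the data were seen, gave 389 higher and 122 lower with DOCA-salt in WT mice and 238 and 135 between the genotypes on DOCA-salt, and drops 93 of the 562 and 96 of the 405 genes the paper calls. With the filter over protein-coding counts, also added later, it gave 480 and 125, and 335 and 139, and drops 22 of 562 and 18 of 405. The p of such a test says that a gene differs somewhere among the 4 groups, not between the 2 compared. In the 494 and 330 deposited genes tested here the sign of the change was the same in every gene.

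For the deposited lists, 313 of 562 and 1 of 405 genes were also called here, and 0 of 237 at baseline and 231 of 524 with DOCA-salt in PRR RVLM-Null mice.

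The paper states that several genes of the renin-angiotensin system rose in WT mice, and *Agtr1a* passed here while *Agt* did not. *Agt* passed with limma voom (adjusted p = 0.042) and with 1 test over all 4 groups (adjusted p = 0.035), which was added later and drops 93 of 562 called genes.

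Fig. 9 tests each gene by itself, without adjustment over all genes. The paper states that ablation prevented the rise of several monoamine and receptor genes, and none passed here between the genotypes on DOCA-salt. Alternatives set before that call them, by Benjamini-Hochberg adjusted p, are DESeq2 for *Th* (adjusted p = 0.014), *Dbh* (adjusted p = 0.016), *Tph2* (adjusted p = 0.036) and *Ddc* (adjusted p = 0.0032), and the likelihood ratio test for *Th* (adjusted p = 0.035), *Dbh* (adjusted p = 0.046), *Tph2* (adjusted p = 0.021) and *Ddc* (adjusted p = 0.012). Leaving out the library labelled PRR RVLM-Null DOCA-salt replicate 3 calls *Tph2* (adjusted p = 0.0022), *Slc6a4* (adjusted p = 0.030), *Ddc* (adjusted p = 0.0091) and *Agtr1a* (adjusted p = 0.028), and no filter calls *Ddc* (adjusted p = 0.041). One test over all 4 groups, added later and dropping 96 of 405 called genes, calls *Th* (adjusted p = 8e-08), *Dbh* (adjusted p = 7.2e-05), *Slc6a4* (adjusted p = 4.2e-07), *Agtr1a* (adjusted p = 0.0092) and *Pnmt* (adjusted p = 0.0062). The sex term without the library labelled PRR RVLM-Null DOCA-salt replicate 3, added later and dropping 298 of 405, calls *Tph2* (adjusted p = 0.00092), *Slc6a4* (adjusted p = 0.022), *Ddc* (adjusted p = 0.0097) and *Agtr1a* (adjusted p = 0.014). For the difference between responses, DESeq2 calls *Th* (adjusted p = 0.00078), *Dbh* (adjusted p = 0.016) and *Agtr1a* (adjusted p = 0.039), and the likelihood ratio test calls them as well (adjusted p = 0.0024, 0.036 and 0.049).

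The paper states that *Nfkb1*, *Nlrp3*, P22phox and *Il18r1* were higher in PRR RVLM-Null mice, and none passed here. *Nlrp3* passed with 1 test over all 4 groups (adjusted p = 0.0049), which was added later and drops 96 of 405 called genes, and *Nfkb1* (adjusted p from 0.241 to 0.8) and *Cyba* (adjusted p from 0.102 to 0.774) with none.

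*Pou4f1*, which the paper names as the main upstream regulator, passed with DESeq2 (adjusted p = 0.014) and the likelihood ratio test (adjusted p = 0.031), and with 1 test over all 4 groups (adjusted p = 0.0029), which was added later and drops 96 of 405 called genes. With the sex term and without the library labelled PRR RVLM-Null DOCA-salt replicate 3, also added later and dropping 298 of 405, it passed as well (adjusted p = 0.018). All of these include WT replicate 3. An upstream regulator is inferred from its target genes rather than from its own mRNA, and that inference could not be tested here, since the gene lists of the pathway program are not in the files.

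The paper describes the sequenced animals as female, and 6 of 15 libraries showed a male pattern. The reduction of *Atp6ap2* by about 30% in the paper stands beside a change of -24.4% here.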

Other observations

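The lists were set before the data were examined but after the paper was read. The tests of shared controls, of sex and of how far other groupings keep the real contrast were chosen after the results were seen.

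The genes of both corticosteroid receptors fell with DOCA-salt in WT mice, while the list of genes that respond to corticosteroids did not move as a whole. In WT mice 2 of 13 fell (1 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.81). These were *Nr3c1*, which encodes the glucocorticoid receptor, with a log2 change of -0.75 (SE 0.09, adjusted p = 0.00014, edgeR with Benjamini-Hochberg adjustment), and *Nr3c2*, which encodes the mineralocorticoid receptor that DOCA binds, at -0.71 (SE 0.17, adjusted p = 0.0158). Of the 13 in PRR RVLM-Null mice, 3 rose and 1 fell (5 and 1 when adjusted over the list alone; camera adjusted p = 0.24), with *Nr3c1* lower by 0.71 on the log2 scale (adjusted p = 0.0018) and *Zbtb16* (1.31, adjusted p = 0.0063), *Sult1a1* (2.01, adjusted p = 0.0314) and *Fkbp5* (1.20, adjusted p = 0.0464), which glucocorticoids induce, higher.

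With DOCA-salt, 170 genes rose and 66 fell in PRR RVLM-Null mice at a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 2-fold difference by edgeR, and 399 were higher and 560 lower at the adjusted p alone. The largest rises were sought among genes with a mean of at least 1 CPM in the higher group and separate ranges. They were those of *Duox2* (4.51), which encodes an oxidase, the receptor gene *Vmn2r3* (4.34), the mucin gene *Muc5b* (3.93) and the predicted genes *Gm21738* (4.10) and *Gm10800* (3.86). Levels on DOCA-salt were low for *Duox2* (0.205 to 2.09 CPM), *Vmn2r3* (0.492 to 2.09 CPM) and *Muc5b* (0.287 to 5.13 CPM). The 3 PRR RVLM-Null libraries on DOCA-salt held 26668, 41743 and 42650 detected genes, against 27648 to 29549 at baseline. Whether background reads lie behind these rises was not tested. Of 39 histone genes, 24 fell (29 when adjusted over the list alone; camera adjusted p = 7.2e-24, adjusted p = 0.0060 with an estimated correlation), and the log2 change was -3.51 for *Hist4h4*, -3.24 for *Hist2h2bb* and -2.83 for *Hist1h4n*. *Npffr2*, which encodes a neuropeptide receptor, fell by 3.05, a call lost without PRR RVLM-Null DOCA-salt replicate 1 (adjusted p = 0.0538), and that of *Duox2* was lost without PRR RVLM-Null baseline replicate 4 (adjusted p = 0.0547).

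Between PRR RVLM-Null and WT mice on DOCA-salt, 0 of 13 mitochondrially encoded genes passed (9 higher when adjusted over the list alone). Camera called the list higher (adjusted p = 6.9e-05, or adjusted p = 0.40 with an estimated correlation), and not without the library labelled PRR RVLM-Null DOCA-salt replicate 3 (adjusted p = 0.20), the library with 19.1% mitochondrial ribosomal RNA. The sex term took the number of genes called from 1 to 0.

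The DOCA-salt responses of the 2 genotypes had a correlation of 0.345 across 14852 genes, which are not independent replicates. Both responses also hold the difference between the cohorts. The DOCA-salt response of WT mice and the difference between PRR RVLM-Null and WT mice on DOCA-salt share the WT DOCA-salt libraries. Their correlation across genes was -0.319, against -0.427 in simulated data without an effect, and -0.172 to -0.0128 over 6 ways of giving each comparison 2 of the 4 shared libraries. Their covariance was -0.0769, against -0.0363 in the simulated data, so the correlation alone does not show that the shared libraries account for all of it.

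Grouping by chance was tested by calling genes after other splits of the same libraries into groups, which were all possible splits for 2 groups and, for the difference between responses, 100 groupings made of the real one and random ones. Counting the real grouping, 1 of 35 splits called at least as many genes as DOCA-salt in WT mice (323, the highest other 3), 1 of 35 for DOCA-salt in PRR RVLM-Null mice (236, the highest other 8), 4 of 35 for PRR RVLM-Null against WT mice on DOCA-salt (1, the highest other 46), 35 of 35 at baseline (0) and 3 of 100 for the difference between responses (49, the highest other 250). So chance is excluded as the source of the calls for both DOCA-salt responses, cannot be excluded for the genotypes on DOCA-salt, and was not tested at baseline, where any split reaches 0 genes. For the difference between responses, 3 of 100 lies under a limit of 5%, but only a random part of the possible groupings was drawn. The count also fell to 0 when single libraries were left out, such as WT baseline replicate 1. Chance is therefore not taken as excluded for the difference between responses. The 2 groupings that called more genes (250 and 234) left 11 and 12 of the 15 libraries on their real side of the contrast. Both moved WT baseline replicate 4, PRR RVLM-Null baseline replicate 1 and WT DOCA-salt replicate 1 to the other genotype. A structure that crosses genotype can therefore lie behind their larger counts, and it was not tested.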
